# Hippocampal RNA sequencing in mice selectively bred for high and low activity

**DOI:** 10.1111/gbb.12832

**Published:** 2022-12-13

**Authors:** Winona C. Booher, Lauren A. Vanderlinden, Lucy A. Hall, Aimee L. Thomas, Luke M. Evans, Laura M. Saba, Marissa A. Ehringer

**Keywords:** anxiety, behavioral battery, enrichment analysis, hippocampus, mitochondria, open‐field activity (OFA), PANTHER, quantitative trait loci (QTL), RNA‐sequencing, wheel running

## Abstract

High and Low Activity strains of mice were bidirectionally selected for differences in open‐field activity (DeFries et al., 1978, Behavior Genetics, 8: 3–13) and subsequently inbred to use as a genetic model for studying anxiety‐like behaviors (Booher et al., 2021, Genes, Brain and Behavior, 20: e12730). Hippocampal RNA‐sequencing of the High and Low Activity mice identified 3901 differentially expressed protein‐coding genes, with both sex‐dependent and sex‐independent effects. Functional enrichment analysis (PANTHER) highlighted 15 gene ontology terms, which allowed us to create a narrow list of 264 top candidate genes. Of the top candidate genes, 46 encoded four Complexes (I, II, IV and V) and two electron carriers (cytochrome c and ubiquinone) of the mitochondrial oxidative phosphorylation process. The most striking results were in the female high anxiety, Low Activity mice, where 39/46 genes relating to oxidative phosphorylation were upregulated. In addition, comparison of our top candidate genes with two previously curated High and Low Activity gene lists highlight 24 overlapping genes, where *Ndufa13*, which encodes the supernumerary subunit A13 of complex I, was the only gene to be included in all three lists. Mitochondrial dysfunction has recently been implicated as both a cause and effect of anxiety‐related disorders and thus should be further explored as a possible novel pharmaceutical treatment for anxiety disorders.

## 1 INTRODUCTION

Anxiety disorders are one of the most common mental health disorders and are approximately twice as prevalent in females.^1^, ^2^ They are estimated to affect up to 20% of adults each year, however the true prevalence is likely even greater as many people do not seek treatment or clinicians fail to make the diagnosis.^3^, ^4^ In fact, a study conducted in European countries reported that only 21% of respondents with an anxiety disorder sought professional help.^5^, ^6^ Additionally, in 2013 it was estimated that anxiety disorders constitute more than 30% of the total expenses for mental illness, totaling approximately $48.72 billion.^7^, ^8^ Thus, the daily anguish felt by those with anxiety disorders and subsequent economic burden highlights the importance of understanding the neurobiological basis of anxiety disorders.

Currently, anxiety disorders are assumed to be an interaction of psychosocial factors and a heritable vulnerability, which disrupts the brain neurotransmitter systems.^6^ Recently, accumulating evidence has implicated brain mitochondria and bioenergetics in the development of psychiatric disorders, including anxiety disorders.^9^, ^10^, ^11^, ^12^, ^13^, ^14^ In fact, patients with mitochondrial disorders frequently exhibit anxiety symptoms and key alterations in mitochondrial function have been identified in highly anxious individuals.^9^, ^13^, ^14^ In addition, increased oxidative stress has also been linked with highly anxious individuals^15^ and higher mitochondrial DNA copy number (mtDNA‐cn) has been reported in leukocytes of humans that have suffered early life stress.^13^ Furthermore, MitoQ is an over‐the‐counter antioxidant that selectively targets the mitochondria and has demonstrated anxiolytic effects by reversing the molecular perturbations observed in HAB (high anxiety‐related behavior) mice.^9^, ^16^ Given the lack of effective pharmacological treatments, there is a critical need to expand our traditional understanding of anxiety disorders and develop novel treatments based on other mechanisms, including mitochondrial dysregulation, underlying anxiety disorders.

Open‐field activity (OFA) is commonly used as a proxy for measuring anxiety‐like behaviors because it utilizes the conflict situation between the innate tendencies of mice to explore a novel environment and to avoid brightly lit, open spaces.^17^ Thus, mice with low activity are models of high anxiety‐like behavior and mice with high activity serve as the counterpart model of low anxiety‐like behavior. Over 40 years ago, DeFries et al.^18^ crossed two inbred strains of mice (BALB/cJ and C57BL/6; RRID:IMSR_JAX:000651 and MGI Cat# 2159769,RRID:MGI:2159769, respectively) and bidirectionally selected for open‐field behavior. After 30 generations of selection, the High and Low Activity lines displayed 30‐fold differences in OFA.^18^ Following the original selection experiment, the lines were inbred to produce the six inbred DeFries strains: two high (H1 and H2), two low (L1 and L2) and two control lines (C1 and C2). More recently, we have^19^ confirmed that the extreme differences in OFA remain over 40 years later. In addition to extreme OFA differences, the High (H2) Activity mice exhibited low anxiety‐like behaviors and the Low (L2) Activity mice exhibited high anxiety‐like behaviors in the light–dark box (LDB) and elevated plus‐maze (EPM) paradigms, demonstrating continued support for their high and low anxiety‐like behavioral selection.^19^

A common concern about the use of the High and Low Activity mice as a model of anxiety‐related behaviors is whether the differences observed in the behavioral tests are due merely to differences in locomotion in general. To test this concern, Booher et al.^19^ also included novel object exploration, an anxiety‐like behavioral measure that does not rely heavily on locomotion. We also tested home cage voluntary wheel running in their behavioral battery. During novel object exploration, both male and female High Activity mice explore (nose poke) the novel object significantly more often than their Low Activity counterparts. This result aligns with the OFA, LDB and EPM results, where High Activity mice display low anxiety‐like behaviors and the Low Activity mice display high anxiety‐like behaviors.^19^ During the voluntary wheel running experiment, the male Low Activity mice ran nearly twice as far as the High Activity mice, while female High and Low Activity mice did not differ in wheel running.^19^ Although the male wheel running results seem counterintuitive, they suggest that the High and Low Activity mice were selected based on anxiety‐like differences and not simply on differences in generalized locomotor activity.

In addition to the recent behavioral studies, several QTL mapping studies were performed on the F2 generations of both H1XL1 and H2XL2 mice to attempt to uncover genetic loci that may harbor genes responsible for the dramatic differences in anxiety‐like behavior.^20^, ^21^, ^22^, ^23^, ^24^ Since the original selection experiment, these mice have been continuously bred at the Institute for Behavioral Genetics (IBG) at the University of Colorado Boulder. Unfortunately, the H1 and control (C1, C2) strains of the DeFries et al.^18^ study are no longer available, but the H2, L1 and L2 Activity strains of mice remain. Due to advances in technology and frozen tissue collected from the last H1 mice, we completed whole genome DNA sequencing of all four (H1, H2, L1, L2) strains, which allowed us to further refine the previously identified QTL regions to a list of 2428 genes of interest. Coupled with GeneWeaver, an integrative genomics approach, we prioritized 59 genes within the High and Low Activity QTLs as candidates for contributing to the differences between these strains.^25^

The current study builds on this recent work using hippocampal RNA sequencing as another tool to identify genes that differ between the High and Low Activity strains, using the extant H2 and L2 mice. Although the H2/L2 comparison cannot fully capture the genetic information from both pairs of replicated lines, previous QTL mapping studies of the two crosses (H1XL1 and H2XL2) suggest little to no difference between the results from the replication selection strains.^20^, ^21^, ^22^, ^23^, ^24^ In particular, tables 1–4 in Turri et al.^23^ supported this conclusion, showing similar QTL identified in the replicate F2 populations, with similar contributions to genetic variance. Furthermore, the whole‐genome sequencing study of all four strains (H1, H2, L1 and L2) revealed extremely high genome‐wide DNA similarity between the H1/H2 and L1/L2 mice.^25^

The goal of this study was to identify genes and pathways contributing to the behavioral differences between the High and Low Activity strains using RNA sequencing of naive tissue from the hippocampus of each strain. The hippocampus was selected because pathological anxiety has been demonstrated to be associated with the hippocampus, perhaps due to its key role in contextual learning/memory.^22^, ^23^, ^26^ To our knowledge, our experiment is the first RNA‐seq study performed on animals selectively bred for high and low activity/anxiety‐like behaviors.^18^, ^19^ While previous studies each provided valuable insight regarding mechanisms induced following anxiety‐like experiences, they did not focus on possible underlying differences due to genetics. The High and Low Activity mice provide an opportunity to identify baseline differences between animals with highly divergent levels of anxiety‐like responses. In addition, previous genetic mapping studies reproducibly identified QTL regions contributing to these anxiety‐like behaviors, but resolution was limited because only two parental strains (BALB/cJ and C57BL/6) were used during the original selection.^20^, ^21^, ^22^, ^23^, ^24^ Thus, by combining the results from the current hippocampal RNA‐seq study with previously identified QTL regions^21^ and whole‐genome sequencing data,^25^ we will be able to further prioritize genes that may underlie the behavioral differences in the High and Low Activity strains of mice.

## 2 MATERIALS AND METHODS

The ARRIVE Essential 10 guidelines is provided in Supplementary Table S1.

### 2.1 Animals

Sixteen total male and female High (H2) and Low (L2) Activity mice aged 70 days were used for these experiments (2 sexes × 2 levels of activity [High vs. Low] × 4 biological replicates = 16 samples). Animals were bred at the specific pathogen‐free Jennie Smoly Caruthers Biotechnology Building at the University of Colorado Boulder (AAALAC accredited institution). As soon as the mice were weaned, the mice were transferred to the specific pathogen‐free Institute for Behavioral Genetics (IBG) at the University of Colorado Boulder. Both facilities test for the following pathogens every quarter: Mouse Parvovirus (MPV), Epizootic Diarrhea of Infant Mice (EDIM), Murine Norovirus (MNV), Mouse Hepatitis Virus (MHV), Minute Virus of Mice (MVM) and Theiler's Murine Encephalomyelitis Virus (TMEV). The mice were maintained on a 12‐h light:12‐h dark cycle (lights on at 7:00 AM) and provided with ad libitum access to food (Envigo Teklad 2914 irradiated rodent diet, Harlan) and water. The mice were group housed in standard 30 cm length × 13 cm width × 17 cm height polycarbonate cages. The room temperature was maintained between 23 and 24.5 C. Using the guidelines set by the Office of Laboratory Animal Welfare, the local Institutional Animal Care and Use Committee (IACUC) approved all protocols.

### 2.2 Tissue collection and RNA extraction

At 9:00 AM, the mice were moved to the experimental room and given 1 h to acclimate. Mice were sacrificed between 10:00 AM–12:00 PM. Due to differences in coat color (High Activity = brown; Low Activity = white), experimental blinding was not possible until after brain extraction. Directly after cervical dislocation, brains were extracted and bilateral hippocampi were removed, placed in RNALater (Ambion, Foster City, California) and stored at −80°C. From this point on, and until necessary in the RNA sequencing pipeline, the experimenter was blinded to the different groups (High vs. Low Activity) and sexes. Total RNA was extracted and purified using Qiagen RNeasy Mini kits (Qiagen, Valencia, California). Quality was determined using a NanoDrop2000 spectrophotometer (ThermoFisher Scientific, Waltham MA). Ratios of absorbance (260 nm:280 nm) were shown to be excellent (>1.8).

### 2.3 Library preparation, quality control screening and high‐throughput sequencing

Twenty RNA samples (2 sexes × 2 activity levels [High vs. Low] × 5 biological replicates = 20 samples) were sent to Novogene (Sacramento, California) for quality control screening, library preparation and high‐throughput sequencing. The integrity and quantity of RNA in all samples were determined using an Agilent 2100 Bioanalyzer (RRID:SCR_019389) and all 20 samples were shown to be excellent (RIN > 7.8). Due to funding constraints, only 16 of the highest quality samples (2 sexes × 2 activity levels [High vs. Low] × 4 biological replicates = 16 samples) were included for further processing.^27^ Polyadenylated RNA was selected from total RNA using oligo (dt) beads and library construction was conducted using a NEBNext Ultra II RNA Library Prep Kit (New England Biolabs, Ipswich, MA) according to a modified protocol.^28^ According to the modified protocol, double‐stranded cDNA libraries were prepared from fragmented mRNA by reverse transcription, subsequent second strand cDNA synthesis, terminal (end) repair, A‐overhang ligation and sequencing adaptor ligation. The resulting cDNA libraries were then size‐selected (150 bp) and amplified by polymerase chain reaction (PCR). Library quality was assessed using the Agilent 2100 Bioanalyzer and qPCR was conducted to quantify the effective cDNA library concentrations. Qualified cDNA libraries were then paired‐end sequenced^28^ on the Illumina NovaSEQ6000 (RRID:SCR_020150;150 base pair paired‐end reads). Raw high‐throughput sequencing data were transformed to sequenced reads via base calling and recorded in FASTQ files provided by Novogene.^29^

### 2.4 Bioinformatic analyses

Preceding alignment, reads were de‐multiplexed and trimmed of low quality base calls and adaptors using cutadapt (RRID:SCR_011841; Version 3.1).^30^ Entire reads were eliminated if either read fragment was less than 20 bp after trimming. Additionally, quality of raw reads was assessed using FastQC (RRID:SCR_014583; Version 0.11.9).^31^ Trimmed reads were aligned via HISAT2 (RRID:SCR_015530; Version 2.2.1) to the mm10 version (Dec 2019) of the mouse genome downloaded from the UCSC Genome Bioinformatics Site (http://genome.ucsc.edu).^32^ The trimmed reads were aligned to the Ensembl mouse transcriptome (GRCm38.93) and gene‐level estimates of abundance were derived using RNA‐seq by Expectation–Maximization (RSEM; RRID:SCR_013027; Version 1.2.31).^33^ All further statistical analyses of expected gene counts were conducted in R Statistical Software (RRID:SCR_001905; Version 4.0.5). Any gene with an expected read count of zero across all samples was removed. As another form of quality control, the data was visualized by density plot, dendrogram (Supplementary Figure S1), relative log expression (RLE) plot and a principal component (PC) analysis.

We identified strain effects (dependent or independent of sex) on gene expression by performing a likelihood ratio test (LRT) using DESeq2 (RRID:SCR_015687; Version 1.30.1),^34^ with a full model that includes strain, sex and the interaction between strain and sex as predictors of gene expression, while the reduced model only included the main effect of sex. We controlled for multiple testing by using a False Discovery Rate^35^ and candidates were those with a LRT FDR < 0.05. We further classified these candidates based on the type of strain effect they exhibited using the interaction term between strain and sex and the direction of strain effects stratified by sex (Figure 1, analysis flow chart). Those with a nominally significant strain by sex interaction (*p*‐value < 0.05) were classified as sex dependent candidates and further described based on sex stratified analyses. Those without a nominally significant strain by sex interaction (*p*‐value >0.05) are considered sex independent candidates. Please see Figure 1 for more details. Supplementary Table S2 provides summary and descriptive statistics for each gene/experimental group and comparisons between groups (e.g., median, mean, rlog, log2FoldChange, lfcSE, *p*‐value and *p*‐adjusted).

**FIGURE 1:**
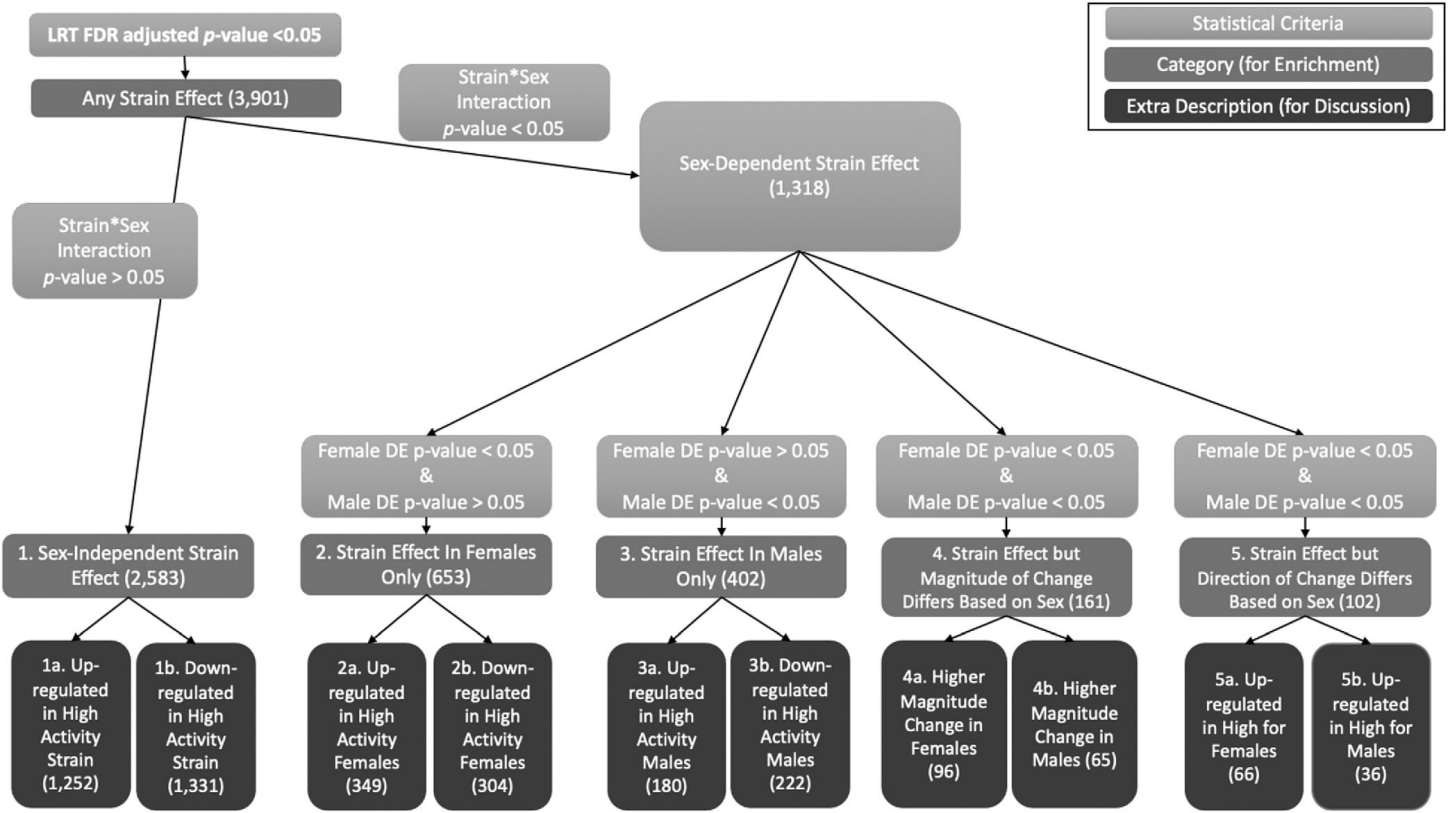
Likelihood ratio test (LRT) statistical criteria and categories (number of genes associated with each category in parentheses)

Three protein‐coding gene lists were created (hereafter referred to as “any strain effect” LRT FDR <0.05), and more specifically “sex‐independent strain effect” (LRT FDR <0.05 and strain × sex interaction *p*‐value > 0.05), and “sex‐dependent strain effect” (LRT FDR < 0.05 and strain × sex interaction *p*‐value < 0.05).

### 2.5 PANTHER gene ontology and enrichment

PANTHER (Protein Analysis Through Evolutionary Relationships; RRID:SCR_004869) identifies gene ontology (GO) terms that are statistically overrepresented by gene products within a list of candidate genes. Using the three gene lists curated from the DESeq2 analysis (any strain effect, sex‐independent strain effect and sex‐dependent strain effect), PANTHER's statistical overrepresentation test was used to determine enrichment of PANTHER pathways and GO terms. GO terms were classified as either related to biological processes or molecular functions. Using the binomial distribution, PANTHER compares a gene list to a set of reference genes. For this analysis, our reference set was constrained to the protein‐coding genes included in the mm10 version (Dec 2019) of the mouse genome downloaded from the UCSC Genome Bioinformatics Site (http://genome.ucsc.edu). Therefore, when many genes within the gene list share a common pathway or GO term, one can hypothesize that the collective function of the gene list is related to the ontology term or pathway. We considered terms/pathways with a Bonferroni adjusted *p*‐value < 0.05, and an expected fold enrichment >2.^36^ Because the statistical overrepresentation test can produce a significant result if only one gene is associated with a GO term or pathway, we implemented an additional criterion that at least five genes within the candidate gene list needed to be associated with the GO term or pathway.^36^ Finally, to reduce the redundancy of the hierarchical structure of the GO terms, we only reported the significant child terms if the parent and the child term were significant.

### 2.6 Comparison to gene lists acquired from previous studies

As mentioned above, several QTL mapping studies were performed on the F2 generations of both H1 × L1 and H2 × L2.^20^, ^21^, ^22^, ^23^, ^24^ With recent advances in technology and frozen tissue, we completed whole‐genome sequencing of all four (H1, H2, L1, L2) strains.^25^ Thus, by combining the whole‐genome sequencing results with the previously identified QTL, we were able to create a list of 2428 genes (hereafter referred to as “QTL” gene list).^21^, ^25^ Furthermore, Thomas et al.^25^ used GeneWeaver, an integrative genomics approach, to curate a list of 59 highly connected genes (hereafter referred to as “GeneWeaver” gene list). The gene list was derived from 55 mouse, rat, and human studies (all drug free) of anxiety‐related behaviors using the search terms “anxiety,” “open‐field behavior,” “open‐field,” “elevated plus‐maze,” “elevated zero‐maze,” “light–dark box,” light/dark box” and “social interaction test.” To be included in the GeneWeaver gene list, the gene had to appear in 6 or more of the 55 studies. These 59 genes are listed in Supplemental table III, and the publications they were acquired from are listed in Supplemental table IV of Thomas et al.^25^ Additionally, figure 4 of Thomas et al.^25^ depicts the networks between the 59 most highly connected genes.

### 2.7 Rank‐rank hypergeometric overlap (RRHO)

Current techniques, including those used in this study (DESeq2), compare expression profiles with a fixed differential expression threshold to summarize the results.^37^ However, these thresholds may be too stringent, causing small but concordant patterns of gene expression to be missed. While these concordant changes may be small, they could still have biological relevance and should be explored.^37^, ^38^ Thus, in addition to conventional differential expression techniques, we have also included a rank‐rank hypergeometric overlap (RRHO; RRID:SCR_014024) analysis (Version 1.0). RRHO is an agnostic, threshold‐free algorithm, which ranks two gene lists by their *p*‐value and effect size direction, while consecutively measuring the statistical significance of the number of overlapping genes.^37^, ^38^ An RRHO analysis was performed for both strain and sex. The strain analysis compares the male High versus Low Activity mice and the female High versus Low Activity mice. The sex analysis compares the male High Activity versus female High Activity mice and male Low Activity versus female Low Activity mice. The output is a four‐quadrant heat map displaying the strength of the concordant and discordant gene expression.^37^

## 3 RESULTS

### 3.1 RNA‐sequencing

We quantitatively sequenced mRNA from 16 hippocampal samples from four groups of mice (male and female High and Low Activity, four each). 

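The data are gene counts from the hippocampus of 4 High Activity females, 4 High Activity males, 4 Low Activity females and 4 Low Activity males, with 1 library per mouse and every mouse aged 70 days. The High and Low Activity strains were bred for high or low locomotion in an open field. The labelled sex was checked with Xist, which silences 1 X chromosome in female cells, and with the Y-linked gene Ddx3y. Xist was at 730 ± 63.2 CPM (SD, n = 4) in High Activity females and 658 ± 25.2 CPM (SD, n = 4) in Low Activity females, and at 3.76 ± 3.76 and 3.08 ± 5.3 CPM (SD, n = 4 each) in High and Low Activity males. The value for Low Activity males rests largely on library 13, at 11.0 CPM against 0.294 to 0.629 CPM in the other Low Activity males. Total counts per library were 24702507 to 27145856 (median 25529194) in High Activity females, 20815456 to 28760896 (median 24022958) in High Activity males, 25034271 to 27274192 (median 26747436) in Low Activity females and 25100148 to 27310990 (median 26172597) in Low Activity males. The paper also states the read fragments sequenced and aligned, whereas every value here uses the counts assigned to genes. The authors trimmed the reads, aligned them with HISAT2 to mm10, estimated expected counts per gene with RSEM and removed genes at 0 in all libraries. The deposited counts are whole numbers for 31960 genes. Of these, 18915 were protein-coding in the GENCODE M21 annotation of GRCm38, and 61 gene identifiers were not in that annotation. Mitochondrially encoded genes took 5.48% ± 0.223 of the counts in High Activity females, 5.43% ± 0.330 in High Activity males, 5.21% ± 0.244 in Low Activity females and 5.04% ± 0.307 in Low Activity males (SD, n = 4 each). The counts were scaled with TMM factors and fitted in edgeR with strain, sex and their interaction as terms over all 16 libraries, and genes were called at a Benjamini-Hochberg adjusted p under 0.05. On simulated counts with these depths and means, the test recovered 24%, 58%, 78% and 94% of the genes changed in females by 0.3, 0.5, 1 and 2 on the log2 scale (50 genes of each size among 30871). The changed genes were drawn only from genes that pass a minimum expression, so recovery among genes of lower count was not measured. With 3000 genes changed and all genes with a count tested, 4.96% of the simulated female calls and 5.97% of the calls of any strain effect fell on unchanged genes. With only 200 genes changed, these shares were 13.7% and 20.6%, and 5.53% and 4.67% among the 17805 genes that pass a minimum expression, so short lists of calls over all genes hold more false calls than the adjusted p states.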

Hippocampal RNA‐sequencing of the High and Low Activity mice began with approximately 515 million paired‐end reads (1.03 billion read fragments). After trimming, approximately 930 million (90%) read fragments aligned to the Ensembl mouse transcriptome (GRCm38.93), including 19 autosomal chromosomes and 2 sex chromosomes. After the genes with an expected read count of zero across all samples were removed, 31,960 genes remained.

### 3.2 Differential expression analysis

A likelihood ratio test (LRT) was run via DESeq2 to examine differential gene expression. The LRT revealed 3901 protein coding Ensembl genes that were differentially expressed. Of those 3901 protein coding genes, 2583 genes were differentially expressed due to a sex‐independent strain effect (i.e., no interaction between sex and strain) and 1318 genes had a sex‐dependent difference between strains (i.e., a significant strain and sex interaction effect). 

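Several of the genes with the largest strain differences had few or no counts in one of the strains. Gvin1, which encodes a large interferon-inducible GTPase and lies on chromosome 7 of GRCm38 from 106156556 to 106215326, had no count in any Low Activity library. It had 254 counts over the 4 High Activity females and 292 over the 4 High Activity males, which is at least 87.8-fold and at least 105-fold higher than a floor of 3 counts per group. Gbp2b, another interferon-inducible GTPase, showed the opposite, with 0 counts in High Activity males against 251 in Low Activity males (at least 77.9-fold lower) and 1 count against 229 in females. Both belong to gene families whose members can share reads. Rps2, which encodes a ribosomal protein and has many processed copies in the genome, was at 345 ± 27 CPM (SD, n = 4) in High Activity females, 340 ± 11.6 in High Activity males, 4.72 ± 2.93 in Low Activity females and 3.08 ± 0.302 in Low Activity males. Map3k13, a kinase of the axon injury response, was higher in High Activity mice, with a mean log2 fold change over the sexes of 5.30 (standard error 0.10, adjusted p = 6.1e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Onecut1, a transcription factor of early neurons, was higher, at 2.94 (standard error 0.22, adjusted p = 1.0e-10 from the same test). Among genes lower in High Activity mice were Prss41, a serine protease, at -5.54 (standard error 0.33), and Mcm6, a helicase of DNA replication, at -2.19 (standard error 0.09). Of 18915 protein-coding genes, 2882 (15.2%) had any strain effect, tested as the strain and interaction terms together at an adjusted p under 0.05. High and Low Activity females differed in 2045 genes, 1059 of them higher and 986 lower in High Activity, and males in 1640 genes, 754 higher and 886 lower. Which direction held more genes depended on the scaling. With no composition factors 940 were higher and 1102 lower in females, and with upper-quartile factors 801 and 782 in males. The median absolute log2 fold change of the called genes was 0.35 in females and 0.38 in males.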

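Most genes with a strain effect moved the same way in females and males. Of 2882 such genes, 2527 had the same sign in both sexes. Grin2b, a subunit of the NMDA glutamate receptor, was higher in High Activity mice, at a log2 fold change of 1.26 (standard error 0.14) in females and 0.83 (standard error 0.14) in males. At an unadjusted interaction p under 0.05, 960 genes (33.3%) were sex-dependent and 1922 (66.7%) sex-independent. At an adjusted p under 0.05, edgeR called no gene for the interaction itself (2633 at an unadjusted p under 0.05), limma-voom called 0 and DESeq2 called 149. The smallest adjusted interaction p was 0.0886 in edgeR, which Spcs1 reached. Without library 7, edgeR called 200 genes for the interaction, and without library 5 it called 97. The difference between the sexes followed transcript length. The median High minus Low log2 fold change was -0.14 in females and 0.05 in males over 588 genes with transcripts up to 1 kb, and 0.17 and -0.06 over 940 genes with transcripts over 8 kb. With an offset per library for length and GC content, the sex-dependent count was 545.

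**Figure D1:**
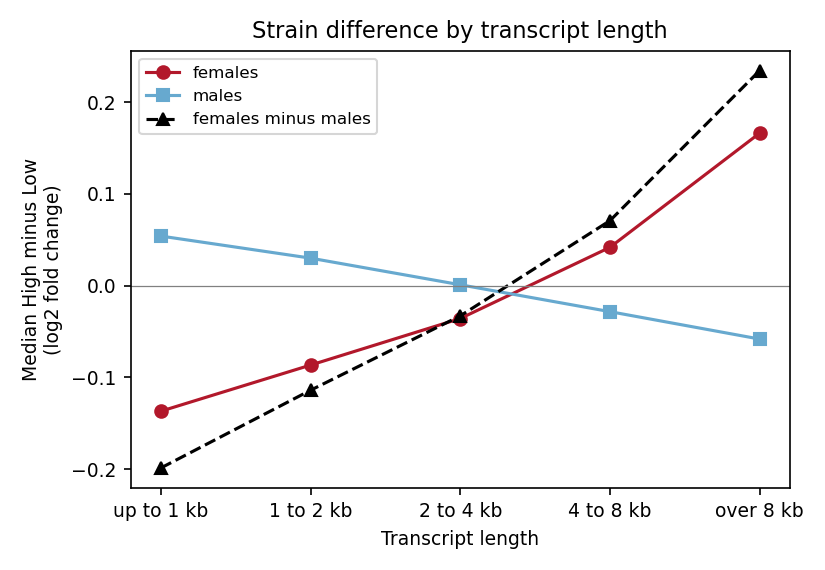
Median High Activity minus Low Activity log2 fold change (vertical axis) in bins of transcript length (horizontal axis) for females, for males and for the difference between them. The female medians rise from -0.14 in the shortest bin to 0.17 in the longest, and the male medians fall from 0.05 to -0.06.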

Additional categories were included to further elucidate differential gene expression patterns. For simplicity, we only report the gene expression patterns in the High Activity mice; however, if a gene is reported to be downregulated in High Activity mice, that is equivalent to reporting that the gene is upregulated in Low Activity mice (and vice versa). Among those genes with a strain effect that did not differ between sexes, 1252 genes were upregulated in High Activity mice (Figure 1(1a)) and 1331 genes were downregulated in High Activity mice (Figure 1(1b)). 

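C1ql2, which encodes a synaptic organizer of dentate granule cells, was higher in High Activity mice, at a log2 fold change of 0.99 (standard error 0.10, adjusted p = 1.2e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and 1.03 (standard error 0.10, adjusted p = 6.6e-08 from the same test) in males. Fcrls, a receptor of microglia, was at 9.52 ± 0.49 CPM (SD, n = 4) in High Activity females against 30.4 ± 2.31 in Low Activity females, and at 9.11 ± 1.2 against 25.1 ± 2 in males (mean log2 fold change -1.57 (standard error 0.06, adjusted p = 1.8e-16 from the same test)). Gapdh, a glycolytic enzyme often used as a reference gene and one with many pseudogenes, was lower in High Activity mice, at -1.26 (standard error 0.05) in females and -1.18 (standard error 0.05) in males. Of the sex-independent genes, 902 were higher in High Activity mice, with a median log2 fold change of 0.36 in females and 0.35 in males. The other 1020 were lower, with a median of -0.28 in each sex.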

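Vcl, which encodes the cytoskeletal linker vinculin, was higher in High Activity than in Low Activity females, at a log2 fold change of 0.39 (standard error 0.09, adjusted p = 0.0042 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was at -0.01 (standard error 0.09) in males. The difference between the sexes was 0.39 (standard error 0.12, adjusted p = 0.238 from the same test). Birc6, an inhibitor of apoptosis with a long transcript, was at 0.40 (standard error 0.10) in females and -0.06 (standard error 0.10) in males. Among genes with a strain effect and an unadjusted interaction p under 0.05, 261 were higher in High Activity females alone and 182 lower, at an unadjusted p under 0.05 in females and not in males. Their median log2 fold changes were 0.33 and -0.27 in females and 0.01 and -0.02 in males. Under the length and GC offset, the counts were 109 and 110. Without library 9 they were 155 and 109, and without library 11 the lower group had 106 genes.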

Among those genes that showed a sex‐dependent strain effect, 349 genes were upregulated in female High Activity mice (Figure 1(2a)) and 304 genes were downregulated in female High Activity mice (Figure 1(2b)). 

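Some heat shock genes were lower in High Activity males than in Low Activity males. Hspa1b, which encodes an inducible HSP70 chaperone and has a near-identical neighbour in Hspa1a, had a High minus Low log2 fold change of -1.03 (standard error 0.15, adjusted p = 2.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in males and 0.09 (standard error 0.15) in females. Bdnf, a neurotrophin induced by neuronal activity, was at -0.49 (standard error 0.10, adjusted p = 0.0022 from the same test) in males and -0.19 (standard error 0.10) in females, and its interaction was 0.30 (standard error 0.14, adjusted p = 0.478 from the same test). In the other direction Htr5b, a serotonin receptor, was higher in High Activity males, at 1.19 (standard error 0.18, adjusted p = 5.1e-05 from the same test). In males alone, 105 genes were higher in High Activity mice and 179 lower, at medians of 0.36 and -0.31 in males and 0.04 and -0.03 in females. The 179 became 112 with the length and GC offset. Single libraries moved both counts, to 162 and 321 without library 5 and to 68 and 115 without library 8, and the lower count to 99 without library 6. Leaving out High Activity males 6 and 8, chosen after the data were seen, gave 55 and 79. In these libraries Gpr151, a marker of thalamus and habenula, was at 12.3 and 10.9 CPM, against 2.50 and 0.492 in males 5 and 7. Males 6 and 8 are part of the male values above, that of Htr5b included.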

180 genes were upregulated in male High Activity mice (Figure 1(3a)) and 222 genes were downregulated in male High Activity mice (Figure 1(3b)). 96 genes had a higher magnitude change in female mice (Figure 1(4a)) and 65 genes had a higher magnitude change in males (Figure 1(4b)). 

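Robo1, a receptor of axon guidance, showed the larger change in females. It was at 58.9 ± 1.76 CPM (SD, n = 4) in High Activity and 35.8 ± 3.29 in Low Activity females, a log2 fold change of 0.72 (standard error 0.09, adjusted p = 3.5e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and at 58.2 ± 7.89 and 43.5 ± 6.64 in males, a log2 fold change of 0.42 (standard error 0.09, adjusted p = 0.00303 from the same test). Fosb, a transcription factor induced by neuronal activity, showed the larger change in males, at -1.07 (standard error 0.15) against -0.33 (standard error 0.14) in females. Genes that changed in both sexes in one direction numbered 92 with the larger change in females and 70 with the larger change in males. The median log2 fold changes of the first group were 0.44 in females and 0.18 in males, and those of the second -0.12 and -0.33. The first count was 58 with the length and GC offset and 59 without library 14, and the second was 107 without library 5.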

66 genes were upregulated in female High Activity mice but downregulated in male High Activity mice (Figure 1(5a)). 

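Abl1, Cbl and Irs2, which act downstream of receptor tyrosine kinases, went in opposite directions in the sexes at an unadjusted p under 0.05 in each. High minus Low log2 fold changes of Cbl were 0.29 (standard error 0.08) in females and -0.17 (standard error 0.08) in males, with an interaction of 0.47 (standard error 0.11, adjusted p = 0.136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Irs2 was at 0.23 (standard error 0.06) and -0.14 (standard error 0.06). The group held 58 genes, with medians of 0.20 in females and -0.20 in males. With the length and GC offset 13 genes were in it, in limma-voom 35, and leaving out 1 library gave 26 (without library 8) to 149 (without library 7), with 108 without library 16 and 117 without library 5.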

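Ndufa1 and Uqcr10, which encode subunits of complexes I and III, and Rps21, a ribosomal protein, were lower in High Activity females and higher in High Activity males at an unadjusted p under 0.05 in each sex. Rps21 had a High minus Low log2 fold change of -0.21 (standard error 0.07) in females and 0.24 (standard error 0.07) in males, and the difference between them was -0.44 (standard error 0.10, adjusted p = 0.0977 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This group had 13 genes in edgeR and 29 in DESeq2, with medians of -0.18 in females and 0.17 in males. Only 3 genes were in it with the length and GC offset, which gave Ndufa1 and Uqcr10 female values above 0, at 0.08 and 0.04. Leaving out 1 library gave from 7 (without library 9) to 37 (without library 5), and 31 without library 16.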

Finally, 36 genes were upregulated in male High Activity mice but downregulated in female High Activity mice (Figure 1(5b)).

### 3.3 PANTHER gene ontology and enrichment

We considered terms/pathways containing at least 5 gene candidates in the term as candidates, with a Bonferroni adjusted *p*‐value < 0.05, and an expected fold enrichment >2.^36^ Here we report the GO terms and PANTHER pathways associated with the three gene lists created from the LRT via DESeq2 (Supplementary Table S3).

#### 3.3.1 Any strain effect: 3901 genes

The enrichment analysis of the any strain effect gene list indicated an enrichment of two biological process GO terms, mitochondrial ATP synthesis coupled electron transport (GO:0042775) and axonal transport (GO:0098930). 26 genes were associated with mitochondrial ATP synthesis coupled electron transport (GO:0042775), representing 3.00‐fold enrichment for the category (Bonferroni adjusted *p*‐value = 0.013). 

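Several mitochondrially encoded subunits of oxidative phosphorylation were higher in High Activity mice, while many subunits encoded in the nucleus were lower in High Activity females. Of 13 mitochondrially encoded subunits, mt-Nd1 of complex I had a High minus Low log2 fold change of 0.26 (standard error 0.06, adjusted p = 0.00948 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and 0.33 (standard error 0.06, adjusted p = 9.6e-04 from the same test) in males. mt-Atp8 of complex V was at 0.33 (standard error 0.11) and 0.47 (standard error 0.11), and mt-Nd4l, which also has an identical copy over most of its length, at 0.38 (standard error 0.09) and 0.22 (standard error 0.09). Their median log2 fold change was 0.12 in females (3 higher, 0 lower, and 4 higher and 1 lower when adjusted over the list alone; 5 higher and 1 lower at an unadjusted p under 0.05) and 0.11 in males (5 higher, 0 lower; 6 and 1 adjusted over the list alone). The reads of mt-Co2, mt-Co3, mt-Atp6 and mt-Nd3 are shared with near-identical nuclear copies on chromosome 1, and mt-Co3 kept from 3 to 3635 counts per library. With the counts of the copies added, the medians were 0.08 in females and 0.15 in males. With the length and GC offset they were 0.12 in females and 0.00 in males. Of 75 nuclear subunits of complexes I, III, IV and V, 36 had any strain effect. Members of complex I (13 of 36), complex III (6 of 9), complex IV (8 of 15), complex V (9 of 15) and the mitochondrially encoded list (6 of 13) were over-represented among genes with any strain effect, by 2.37, 4.38, 3.50, 3.94 and 3.03 times (one-sided Fisher's exact test, adjusted p = 0.00816, 0.00406, 0.00406, 8.2e-04 and 0.0278). Against only the protein-coding genes that pass a minimum expression, the mitochondrially encoded list was no longer called (2.47 times, one-sided Fisher's exact test, adjusted p = 0.0754). With the calls of DESeq2, against all protein-coding genes tested, it was called (2.60 times, one-sided Fisher's exact test, adjusted p = 0.0460). The lists were written before the data were examined and are not the GO term itself, whose annotation was not analysed here. Several lists cover terms that the paper reports as enriched in these same libraries. Some also hold genes it names, such as Ap3s2 for axonal transport and Nol3 and Txndc12 for apoptosis. Their tests are therefore not independent evidence.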

28 genes were associated with axonal transport (GO:0098930), representing 2.76‐fold enrichment for the category (Bonferroni adjusted *p*‐value = 0.024).

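Snapin, which links vesicles to dynein for transport along axons, was lower in High Activity mice, at a log2 fold change of -0.66 (standard error 0.06, adjusted p = 4.5e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and -0.59 (standard error 0.06, adjusted p = 3.5e-08 from the same test) in males. Kif5a, a kinesin motor of neurons, was higher in High Activity females, at 0.44 (standard error 0.07, adjusted p = 1.1e-04 from the same test) and was at 0.17 (standard error 0.07, adjusted p = 0.202 from the same test) in males. Map1a, which stabilizes microtubules, was higher in High Activity females, at 0.46 (standard error 0.09), with 0.26 under the length and GC offset. Trak2, which ties mitochondria to kinesin, was lower in High Activity males, at -0.35 (standard error 0.07). In females, 9 of 57 genes of axonal transport were higher and 8 lower (9 and 10 when adjusted over the list alone), and in males 0 were higher and 4 lower (0 and 4 adjusted over the list alone, and 3 and 8 at an unadjusted p under 0.05). Among genes with any strain effect, 17 of the 57 were present against 8.68 by chance, 1.96 times as many (one-sided Fisher's exact test, adjusted p = 0.0139). Against only the protein-coding genes that pass a minimum expression, this was 1.62 times (one-sided Fisher's exact test, adjusted p = 0.0776). With the calls of DESeq2, against all protein-coding genes tested, 20 of the 57 were present (1.97 times, one-sided Fisher's exact test, adjusted p = 0.00482).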

The enrichment analysis of the any strain effect gene list also indicated an enrichment of one molecular function GO term, protein phosphorylated amino acid binding (GO:0045309). 

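Shc3, an adaptor of neuronal receptor tyrosine kinases, was higher in High Activity females, at a log2 fold change of 0.32 (standard error 0.07, adjusted p = 0.00568 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was at 0.09 (standard error 0.07) in males. Abl2, a tyrosine kinase of dendrites, was at -0.27 (standard error 0.07) in males and 0.03 (standard error 0.07) in females, and Irs1, an adaptor of the insulin receptor, at -0.34 (standard error 0.10) and 0.18 (standard error 0.10). All bind phosphorylated tyrosines of other proteins. Of 50 genes whose proteins bind phosphorylated amino acids, 5 were higher and 5 lower in High Activity females (7 and 5 when adjusted over the list alone), and 1 was higher and 9 lower in High Activity males (1 and 12 adjusted over the list alone). Any strain effect was present in 18 of them, against 7.62 by chance (one-sided Fisher's exact test, 2.36-fold, adjusted p = 0.00178).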

29 genes were associated with protein phosphorylated amino acid binding (GO:0045309), representing 2.97‐fold enrichment for the category (Bonferroni adjusted *p*‐value = 0.0013).

#### 3.3.2 Sex‐independent strain effect: 2583 genes

The enrichment analysis of the sex‐independent strain effect gene list indicated an enrichment of two biological processes GO terms, positive regulation of neuron projection development (GO:0010976) and negative regulation of apoptotic signaling pathway (GO:2001234). 

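Plxnb1, a receptor for semaphorins that guides growing neurites, was higher in High Activity mice, at a log2 fold change of 0.42 (standard error 0.06, adjusted p = 1.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and 0.26 (standard error 0.06, adjusted p = 0.00455 from the same test) in males. Plxnd1, another plexin, was lower, at -0.63 (standard error 0.11) and -0.52 (standard error 0.11). Dcc, Ntrk3 and Lrp8, which also act on neurites, belonged to the sex-independent genes too. Of 69 genes of axon guidance and neurotrophin signalling, 9 had a sex-independent strain effect, 1.28 times the number by chance (one-sided Fisher's exact test, adjusted p = 0.389). With the calls of DESeq2 in place of edgeR, 15 of the 69 had one, 1.84 times the number by chance (one-sided Fisher's exact test, adjusted p = 0.0392). That list is narrower than the GO term and other genes of neuron projection were not analysed here.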

51 genes were associated with positive regulation of neuron projection development (GO:0010976), representing 2.11‐fold enrichment for the category (Bonferroni adjusted *p*‐value = 0.010). 

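Nol3 and Txndc12, which protect cells from apoptosis, were the sex-independent members of a list of 41 negative regulators of apoptosis. Nol3, an inhibitor of caspases, was lower in High Activity females, at a log2 fold change of -0.30 (standard error 0.08, adjusted p = 0.0186 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was at -0.15 (standard error 0.08) in males. Txndc12, a thioredoxin of the endoplasmic reticulum, was higher, at 0.27 (standard error 0.08, adjusted p = 0.0322 from the same test) and 0.27 (standard error 0.08, adjusted p = 0.0352 from the same test). The 2 genes were 0.48 times the number by chance (one-sided Fisher's exact test, adjusted p = 0.971), and 8 of the 41 were sex-dependent, 3.85 times the number by chance (adjusted p = 0.00471). Bag1, a cofactor of HSP70, was among the latter, at -0.24 (standard error 0.05) in females and -0.06 (standard error 0.05) in males. In the mean of both sexes, 1 of the 41 was higher and 9 were lower in High Activity mice (3 and 11 when adjusted over the list alone). The list is far shorter than the GO term.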

52 genes were associated with negative regulation of apoptotic signaling pathway (GO:2001234), representing 2.03‐fold enrichment for the category (Bonferroni adjusted *p*‐value = 0.022).

The enrichment analysis of the sex‐independent strain effect gene list indicated an enrichment of one molecular function GO term, protein phosphorylated amino acid binding (GO:0045309). 

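Fbxw7, which recognises phosphorylated proteins and marks them for destruction, was lower in High Activity mice, at a log2 fold change of -0.41 (standard error 0.05, adjusted p = 1.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and -0.30 (standard error 0.05, adjusted p = 1.4e-04 from the same test) in males. Ywhab, a 14-3-3 protein, was lower, at -0.21 (standard error 0.05, adjusted p = 0.00233 from the same test) and -0.22 (standard error 0.05, adjusted p = 0.00193 from the same test). The related gene Fbxw11 was higher in High Activity females, at 0.22 (standard error 0.05) and was at 0.09 (standard error 0.05) in males. In the mean of both sexes, 5 genes that bind phosphorylated amino acids were higher and 12 lower in High Activity mice (6 and 15 when adjusted over the list alone), with a median log2 fold change of -0.06. Sex-independent effects were present in 12 of the 50, against 5.08 by chance (one-sided Fisher's exact test, adjusted p = 0.0137). Against only the protein-coding genes that pass a minimum expression, this was 1.97 times the number by chance (one-sided Fisher's exact test, adjusted p = 0.0531). With the calls of DESeq2, against all protein-coding genes tested, 15 of the 50 were sex-independent (2.54 times, one-sided Fisher's exact test, adjusted p = 0.00197).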

22 genes were associated with protein phosphorylated amino acid binding (GO:0045309), representing 3.39‐fold enrichment for the category (Bonferroni adjusted *p*‐value = 0.0035).

#### 3.3.3 Sex‐dependent strain effect: 1318 genes

The enrichment analysis of the sex‐dependent strain effect gene list indicated an enrichment of five biological processes GO terms, mitochondrial electron transport, NADH to ubiquinone (GO:0006120), ATP synthesis coupled proton transport (GO:0015986), mitochondrial respiratory chain complex I assembly (GO:0032981), chromatin silencing (GO:0006342) and axonogenesis (GO:0007409). 9 genes were associated with mitochondrial electron transport, NADH to ubiquinone (GO:0006120), representing 8.49‐fold enrichment for the category (Bonferroni adjusted *p*‐value = 0.015). 

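Complex I passes electrons from NADH to ubiquinone, and several of its subunits were lower in High Activity females or higher in High Activity males than in the Low Activity mice of that sex. Ndufs5 had a High minus Low log2 fold change of -0.24 (standard error 0.05, adjusted p = 0.00617 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and 0.06 (standard error 0.05) in males, an interaction of -0.29 (standard error 0.08, adjusted p = 0.154 from the same test). Ndufa8 was at -0.25 (standard error 0.05, adjusted p = 0.0022 from the same test) and -0.04 (standard error 0.05). Over 36 nuclear subunits, the median log2 fold change was -0.15 in females (0 higher and 10 lower; 2 and 19 when adjusted over the list alone) and 0.10 in males (4 higher and 0 lower; 4 and 0 adjusted over the list alone; 13 and 1 at an unadjusted p under 0.05). The female median was -0.05 with the length and GC offset. The median difference between the sexes was -0.23 (camera from limma with a preset correlation of 0.01, adjusted p = 4.4e-18, and adjusted p = 0.553 with an estimated correlation), and -0.12 with that offset. Sex-dependent effects were present in 10 of the 36, 5.47 times the number by chance (one-sided Fisher's exact test, adjusted p = 9.9e-05).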

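ATP synthase turns the proton gradient into ATP, and many of its nuclear subunits were lower in High Activity than in Low Activity females. Atp5e, a small subunit of its stalk, was lower in High Activity females, at a log2 fold change of -0.29 (standard error 0.06, adjusted p = 0.00106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was at 0.07 (standard error 0.06) in males, with an interaction of -0.36 (standard error 0.08, adjusted p = 0.104 from the same test). Atp5h was at -0.26 (standard error 0.05, adjusted p = 0.00113 from the same test) and -0.05 (standard error 0.05). Of 15 nuclear subunits, 8 were lower and 0 higher in High Activity females (9 and 0 when adjusted over the list alone, and 9 and 0 at an unadjusted p under 0.05). Their median log2 fold change was -0.19 in females and 0.04 in males, and the median difference between the sexes was -0.20 (camera with the preset correlation, adjusted p = 1.2e-08, and adjusted p = 0.553 with an estimated correlation). After the length and GC offset, the female median was -0.14 and the difference -0.11. Sex-dependent genes included 8 of the 15, 10.5 times the number by chance (one-sided Fisher's exact test, adjusted p = 1.4e-05).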

10 genes were associated with ATP synthesis coupled proton transport (GO:0015986), representing 8.02‐fold enrichment for the category (Bonferroni adjusted *p*‐value = 0.0068). 16 genes were associated with mitochondrial respiratory chain complex I assembly (GO:0032981), representing 5.83‐fold enrichment for the category (Bonferroni adjusted *p*‐value = 0.00030). 

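Ndufaf8, an assembly factor of complex I, had a High minus Low log2 fold change of -0.24 (standard error 0.09, adjusted p = 0.0898 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and 0.11 (standard error 0.09) in males. Ndufb9, a subunit of the membrane arm that is needed for assembly, was at -0.19 (standard error 0.06, adjusted p = 0.0435 from the same test) in females and 0.11 (standard error 0.06) in males, and its interaction was -0.30 (standard error 0.08, adjusted p = 0.165 from the same test). After the length and GC offset, the female values were -0.12 and -0.04.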

18 genes were associated with chromatin silencing (GO:0006342), representing 4.12‐fold enrichment for the category (Bonferroni adjusted *p*‐value = 0.0068). 

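H2afx, a histone variant of the DNA damage response, was lower in High Activity mice, at a log2 fold change of -0.30 (standard error 0.06, adjusted p = 9.8e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and -0.20 (standard error 0.06) in males. H2afj, another variant, was higher in High Activity males, at 0.45 (standard error 0.06, adjusted p = 2.8e-06 from the same test) and was at 0.15 (standard error 0.06) in females, and Hist3h2a was higher, at 0.28 (standard error 0.06) in females and 0.44 (standard error 0.06) in males. Eed, a subunit of the Polycomb complex that methylates histones, was lower in High Activity males, at -0.42 (standard error 0.09). Of 38 measured genes of histones and chromatin silencing, 4 were higher and 4 lower in each sex (6 and 6 in females and 4 and 6 in males when adjusted over the list alone). Histone genes have near-identical copies that can share reads. Among sex-dependent genes, 5 of the 38 were present, 2.59 times the number by chance (one-sided Fisher's exact test, adjusted p = 0.111), and among genes with any strain effect 13, or 2.25 times (adjusted p = 0.0119). With the calls of DESeq2 in place of edgeR, 9 of the 38 were sex-dependent, 3.98 times the number by chance (one-sided Fisher's exact test, adjusted p = 0.0016).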

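Genes that guide growing axons were more often higher than lower in High Activity against Low Activity females. Sema6d, a membrane-bound semaphorin, was higher, at a log2 fold change of 0.36 (standard error 0.06, adjusted p = 6.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and was at -0.02 (standard error 0.06) in males, and the difference was 0.38 (standard error 0.08, adjusted p = 0.0893 from the same test). Sema5a and Cntn2 were higher in High Activity females, at 0.50 (standard error 0.09) and 0.41 (standard error 0.07) and were at 0.04 (standard error 0.09) and -0.02 (standard error 0.07) in males. Robo3, which lets axons cross the midline, was lower in High Activity males, at -0.76 (standard error 0.12, adjusted p = 5.5e-05 from the same test) and was at -0.37 (standard error 0.12) in females. Of 69 genes of axon guidance and neurotrophin signalling, 17 were higher and 3 lower in High Activity females (25 and 6 when adjusted over the list alone), and 3 were higher and 5 lower in males (5 and 8 adjusted over the list alone). The median log2 fold change was 0.16 in females and -0.02 in males, with a median difference of 0.18 (camera with the preset correlation, adjusted p = 1.7e-06, adjusted p = 0.553 with an estimated correlation, and adjusted p = 0.178 with the length and GC offset). With that offset the female median was 0.05 (camera with the preset correlation, adjusted p = 0.24). Sex-dependent effects were present in 14 of the 69, 4.00 times the number by chance (one-sided Fisher's exact test, adjusted p = 9.9e-05).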

43 genes were associated with axonogenesis (GO:0007409), representing 2.20‐fold enrichment for the category (Bonferroni adjusted *p*‐value = 0.022).

The enrichment analysis of the sex‐dependent strain effect gene list indicated an enrichment of four molecular function GO terms, proton‐transporting ATP synthase activity, rotational mechanism (GO:0046933), NADH dehydrogenase (ubiquinone) activity (GO:0008137), electron transfer activity (GO:0009055) and structural constituent of ribosome (GO:0003735). 8 genes were associated with proton‐transporting ATP synthase activity, rotational mechanism (GO:0046933), representing 8.02‐fold enrichment for the category (Bonferroni adjusted *p*‐value = 0.027). 10 genes were associated with NADH dehydrogenase (ubiquinone) activity (GO:0008137), representing 6.67‐fold enrichment for the category (Bonferroni adjusted *p*‐value = 0.0073). 15 genes were associated with electron transfer activity (GO:0009055), representing 3.88‐fold enrichment for the category (Bonferroni adjusted *p*‐value = 0.035). 

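Complexes III and IV carry electrons from ubiquinol to oxygen. Uqcrfs1, the iron-sulfur subunit of complex III, was lower in High Activity females, at a log2 fold change of -0.21 (standard error 0.05, adjusted p = 0.00296 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was at -0.07 (standard error 0.05) in males. Cox6c of complex IV was lower in High Activity females, at -0.21 (standard error 0.05, adjusted p = 0.00959 from the same test) and was at 0.07 (standard error 0.05) in males. Over 9 nuclear subunits of complex III the median log2 fold change was -0.18 in females, with 6 lower and 0 higher (6 and 0 when adjusted over the list alone, and 6 and 0 at an unadjusted p under 0.05), and 0.02 in males, where the length and GC offset gave a median of -0.01. Over 15 of complex IV it was -0.21 in females, with 8 lower and 0 higher (9 and 1 adjusted over the list alone), and 0.06 in males. Under the length and GC offset the female medians were -0.09 and -0.06 (camera with the preset correlation, adjusted p = 0.0638 and 0.152). Both lists had a median difference between the sexes of -0.26 (camera with the preset correlation, adjusted p = 8.3e-08 and 2.5e-09, both with adjusted p = 0.553 under an estimated correlation), which became -0.10 and -0.12 after the offset. Sex-dependent genes included 6 of the 9 and 7 of the 15, 13.1 and 9.19 times the numbers by chance (one-sided Fisher's exact test, adjusted p = 4.5e-05 and 9.2e-05).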

26 genes were associated with the structural constituent of ribosome (GO:0003735), representing 2.98‐fold enrichment for the category (Bonferroni adjusted *p*‐value = 0.0042).

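Many genes of cytosolic ribosomal proteins were higher in High Activity than in Low Activity males. Rpl3 had a High minus Low log2 fold change of 0.26 (standard error 0.07, adjusted p = 0.0223 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in males and -0.08 (standard error 0.07) in females. Rpl29 was at 0.08 (standard error 0.05) in males and -0.18 (standard error 0.05) in females. Rpl26 had the largest rise, 1.56 (standard error 0.06) in females and 1.86 (standard error 0.07) in males after Rps2, but its reads can be shared with processed pseudogenes. Of 82 genes, 18 were higher and 2 lower in High Activity males (40 and 2 when adjusted over the list alone), with a median of 0.13 and 73 of them above 0. In females, 2 were higher and 4 lower (2 and 4 adjusted over the list alone), with a median of -0.05 that became 0.03 with the length and GC offset. The difference between the sexes was negative for 81 of the 82, with a median of -0.17 (camera with the preset correlation, adjusted p = 6.2e-19, and adjusted p = 0.62 with an estimated correlation), which became -0.08 with the offset. Sex-dependent effects were present in 11 genes, 2.64 times the number by chance (one-sided Fisher's exact test, adjusted p = 0.0119). Against only the protein-coding genes that pass a minimum expression, this was 2.13 times (one-sided Fisher's exact test, adjusted p = 0.0531). With the calls of DESeq2, against all protein-coding genes tested, 18 of the 82 were sex-dependent (3.69 times, one-sided Fisher's exact test, adjusted p = 1.7e-05). Mitochondrial ribosomal proteins had a median of -0.13 in females (-0.06 with the offset; 4 higher and 14 lower; 4 and 25 adjusted over the list alone) and 0.05 in males (6 and 2; 7 and 3 adjusted over the list alone) over 78 genes, led by Mrpl14, lower in High Activity females, at -0.94 (standard error 0.07) and in males, at -0.79 (standard error 0.07).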

The enrichment analysis of the sex‐dependent strain effect gene list indicated an enrichment of one PANTHER pathway, vasopressin synthesis (P04395). 6 genes were associated with vasopressin synthesis (P04395), representing 7.40‐fold enrichment for the category (Bonferroni adjusted *p*‐value = 0.031).

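Spcs1, a subunit of the signal peptidase that processes hormone precursors, was lower in High Activity females, at a log2 fold change of -0.27 (standard error 0.05, adjusted p = 2.7e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was at 0.06 (standard error 0.05) in males, with an interaction of -0.33 (standard error 0.07, adjusted p = 0.0886 from the same test). The hormone genes themselves were near the limit of detection. Oxt, which encodes oxytocin, had a mean of 0.247 CPM over all libraries and a log2 fold change of 3.68 (standard error 0.91, adjusted p = 0.0103 from the same test) in females. Avp, which encodes vasopressin, had a mean of 0.574 CPM and a change of 2.08 (standard error 0.60, adjusted p = 0.0304 from the same test) in females. Of 11 genes of vasopressin processing, 2 were higher and 1 lower in High Activity females (3 and 1 when adjusted over the list alone), and 1 was higher and 0 lower in males (1 and 0 adjusted over the list alone, and 2 and 1 at an unadjusted p under 0.05). Sex-dependent effects were present in 2 of the 11, 3.58 times the number by chance (one-sided Fisher's exact test, adjusted p = 0.203). With the calls of DESeq2 in place of edgeR they were present in 4, 6.11 times the number by chance (one-sided Fisher's exact test, adjusted p = 0.0101).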

### 3.4 Differentially expressed oxidative phosphorylation genes

We performed enrichment analyses on the three protein coding gene lists generated with DESeq2 (any strain effect, sex‐independent strain effect and sex‐dependent effect only). With the significance criteria specified above, we created a list of 264 genes that were associated with 15 GO terms and 1 PANTHER pathway for further analyses (hereafter referred to as the “top candidates” gene list). Of the 264 top candidate genes, many of the genes (46, 17%) were associated with oxidative phosphorylation. Gene symbols, gene names, encoded protein function and differential expression are listed in Table 1.

**TABLE 1:** Glossary of gene symbols, gene names and encoded protein functions for differentially expressed oxidative phosphorylation genes

Differentially Expressed Oxidative Phosphorylation Genes					
Symbol (name)	Encoded protein function	Differential gene expression pattern	Symbol (name)	Encoded protein function	Differential gene expression pattern
**Complex I**			**Complex III**		
*Ndufa1* (NADH:ubiquinone oxidoreductase subunit A1)	Encodes the supernumerary subunit A1 of complex I	Strain effect but direction differs based on sex (upregulated in High Activity males)	*Cyc1* (Cytochrome C1)	Encodes subunit 4 of complex III	Strain effect in females only (upregulated in Low Activity females)
*Ndufa2* (NADH:ubiquinone oxidoreductase subunit A2)	Encodes the supernumerary subunit A2 of complex I	Strain effect in females only (upregulated in Low Activity females)	*Uqcc3* (Ubiquinol‐Cytochrome C Reductase Complex Assembly Factor 3)	Involved in the assembly of complex III	Strain effect independent of sex (upregulated in Low Activity mice)
*Ndufa3* (NADH:ubiquinone oxidoreductase subunit A3)	Encodes the supernumerary subunit A3 of complex I	Strain effect in males only (upregulated in High Activity mice)	*Uqcr10* (Ubiquinol‐Cytochrome C Reductase, Complex III Subunit X)	Encodes subunit X of complex III	Strain effect but direction differs based on sex (upregulated in High Activity males)
*Ndufa4* (NADH:ubiquinone oxidoreductase subunit A4)	Protein function still in question	Strain effect in females only (upregulated in Low Activity females)	*Uqcr11* (Ubiquinol‐Cytochrome C Reductase, Complex III Subunit XI)	Encodes subunit XI of complex III	Strain effect in females only (upregulated in Low Activity females)
*Ndufa6* (NADH:ubiquinone oxidoreductase subunit A6)	Encodes the supernumerary subunit A6 of complex I	Strain effect in females only (upregulated in Low Activity females)	*Uqcrfs1* (Ubiquinol‐Cytochrome C Reductase, Rieske Iron–Sulfur)	Encodes subunit 5 of complex III	Strain effect in females only (upregulated in Low Activity females)
*Ndufa7* (NADH:ubiquinone oxidoreductase subunit A7)	Encodes the supernumerary subunit A7 of complex I	Strain effect in females only (upregulated in Low Activity females)	*Uqcrh* (Ubiquinol‐Cytochrome C Reductase Hinge Protein)	Encodes subunit 6 of complex III	Strain effect in males only (upregulated in High Activity males)
*Ndufa8* (NADH:ubiquinone oxidoreductase subunit A8)	Encodes the supernumerary subunit A8 of complex I	Strain effect in females only (upregulated in Low Activity females)	*Uqcrq* (Ubiquinol‐Cytochrome C Reductase Complex III Subunit VII)	Encodes subunit VII of complex III	Strain effect in females only (upregulated in Low Activity females)
*Ndufa12* (NADH:ubiquinone oxidoreductase subunit A12)	Encodes the supernumerary subunit A12 of complex I	Strain effect but direction differs based on sex (upregulated in High Activity males)	**Cytochrome C**		
*Ndufa13* (NADH:ubiquinone oxidoreductase subunit A13)	Encodes the supernumerary subunit A13 of complex I	Strain effect but direction differs based on sex (upregulated in High Activity males)	*Cycs* (Cytochrome C, Somatic)	Encodes Cytochrome C, which accepts electrons from complex III and transfers them to complex IV	Strain effect in females only (upregulated in Low Activity females)
*Ndufaf8* (NADH:ubiquinone oxidoreductase complex assembly factor 8)	Involved in the assembly of complex I	Strain effect in females only (upregulated in Low Activity females)	**Complex IV**		
*Ndufb5* (NADH:ubiquinone oxidoreductase subunit B5)	Encodes the supernumerary subunit B5 of complex I	Strain effect in females only (upregulated in Low Activity females)	*Cox5a* (Cytochrome C Oxidase Subunit 5A)	Encodes subunit 5A of complex IV	Strain effect in females only (upregulated in Low Activity females)
*Ndufb6* (NADH:ubiquinone oxidoreductase subunit B6)	Encodes the supernumerary subunit B6 of complex I	Strain effect independent of sex (upregulated in Low Activity mice)	*Cox6a2* (Cytochrome C Oxidase Subunit 6A2)	Encodes subunit 6A polypeptide 2 of complex IV	Strain effect independent of sex (upregulated in High Activity mice)
*Ndufb7* (NADH:ubiquinone oxidoreductase subunit B7)	Encodes the supernumerary subunit B7 of complex I	Strain effect but direction differs based on sex (upregulated in High Activity males)	*Cox6c* (Cytochrome C Oxidase Subunit 6C)	Encodes subunit 6C of complex IV	Strain effect in females only (upregulated in Low Activity females)
*Ndufb9* (NADH:ubiquinone oxidoreductase subunit B9)	Encodes the supernumerary subunit B9 of complex I	Strain effect in females only (upregulated in Low Activity females)	*Cox7a2* (Cytochrome C Oxidase Subunit 7A2)	Encodes subunit 7A polypeptide 2 of complex IV	Strain effect in females only (upregulated in Low Activity females)
*Ndufc1* (NADH:ubiquinone oxidoreductase subunit C1)	Encodes the supernumerary subunit C1 of complex I	Strain effect in females only (upregulated in Low Activity females)	*Cox7c* (Cytochrome C Oxidase Subunit 7C)	Encodes subunit 7C of complex IV	Strain effect in females only (upregulated in Low Activity females)
*Ndufc2* (NADH:ubiquinone oxidoreductase subunit C2)	Encodes the supernumerary subunit C2 of complex I	Strain effect in females only (upregulated in Low Activity females)	*Cox8a* (Cytochrome C Oxidase Subunit 8A)	Encodes subunit 8A of complex IV	Strain effect in females only (upregulated in Low Activity females)
*Ndufs2* (NADH:ubiquinone oxidoreductase subunit S2)	Encodes the core subunit S2 of complex I	Strain effect but magnitude of change differs based on sex (Higher magntiude change in males)	**ATP Synthase (Complex V)**		
*Ndufs5* (NADH:ubiquinone oxidoreductase subunit S5)	Encodes the supernumerary subunit S5 of complex I	Strain effect in females only (upregulated in Low Activity females)	*Atp5c1* (ATP synthase F1 subunit gamma)	Encodes the gamma subunit of ATP synthase	Strain effect in females only (upregulated in Low Activity females)
*Ndufs6* (NADH:ubiquinone oxidoreductase subunit S6)	Encodes the supernumerary subunit S6 of complex I	Strain effect in females only (upregulated in Low Activity females)	*Atp5d* (ATP synthase F1 subunit delta)	Encodes the delta subunit of ATP synthase	Strain effect in females only (upregulated in Low Activity females)
*Ndufs8* (NADH:ubiquinone oxidoreductase subunit S8)	Encodes the core subunit S8 of complex I	Strain effect but direction differs based on sex (upregulated in High Activity males)	*Atp5e* (ATP synthase F1 subunit epsilon)	Encodes the epsilon subunit of ATP synthase	Strain effect in females only (upregulated in Low Activity females)
*Mt‐nd2* (Mitochondrially encoded NADH:ubiquinone oxidoreductase core subunit 2)	Encodes the core subunit 2 of complex I	Strain effect independent of sex (upregulated in Low Activity mice)	*Atp5f1* (ATP synthase peripheral stalk‐membrane subunit B)	Encodes the peripheral stalk‐membrane subunit B of ATP synthase	Strain effect in females only (upregulated in Low Activity females)
*Mt‐nd6* (Mitochondrially encoded NADH:ubiquinone oxidoreductase core subunit 6)	Encodes the core subunit 6 of complex I	Strain effect in males only (upregulated in High Activity mice)	*Atp5g3* (ATP synthase membrane subunit C locus 3)	Encodes the ATP synthase membrane subunit C locus 3	Strain effect but direction differs based on sex (upregulated in High Activity males)
**Ubiquinone**			*Atp5h* (ATP synthase peripheral stalk subunit D)	Encodes the peripheral stalk subunit D of ATP synthase	Strain effect in females only (upregulated in Low Activity females)
Coq7 (Coenzyme Q7, hydroxylase)	Encodes a protein necessary for ubiquinone biosynthesis	Strain effect independent of sex (upregulated in High Activity mice)	*Atp5j2* (ATP synthase membrane subunit F)	Encodes the membrane subunit F of ATP synthase	Strain effect but magnitude of change differs based on sex (Higher magnitude change in females)
Coq9 (Coenzyme Q9)	Encodes a protein necessary for ubiquinone biosynthesis	Strain effect in females only (upregulated in Low Activity females)	*Atp5k* (ATP synthase subunit E)	Encodes the subunit E of ATP synthase	Strain effect in males only (upregulated in High Activity males)

*Note*: Encoded protein functions were excerpted from GeneCards, Mouse Genome Informatics and Alliance of Genome Resources.

#### 3.4.1 NADH dehydrogenase (complex 1)

22 genes were associated with NADH dehydrogenase (complex) I of the electron transport chain. Of those 22 genes, 19 were upregulated in Low Activity females (*Ndufa1*, *Ndufa2*, *Ndufa4*, *Ndufa6*, *Ndufa7*, *Ndufa8*, *Ndufa12*, *Ndufa13*, *Ndufaf8*, *Ndufb5*, *Ndufb6*, *Ndufb7*, *Ndufb9*, *Ndufc1*, *Ndufc2*, *Ndufs5*, *Ndufs6*, *Ndufs8* and *Mt‐nd2*), 8 were upregulated in High Activity males (*Ndufa1*, *Ndufa3*, *Ndufa12*, *Ndufa13*, *Ndufb7*, *Ndufs2*, *Ndufs8* and *Mt‐nd6*), 2 were upregulated in Low Activity males (*Ndufb6* and *Mt‐n2*), and 1 was upregulated in High Activity females (*Ndufs2*). 

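Ndufc2, a subunit of the membrane arm of complex I on chromosome 7 of GRCm38 from 97400003 to 97407802, was at 48.1 ± 3.35 CPM (SD, n = 4) in High Activity females and 61.9 ± 3.7 in Low Activity females, and at 51.3 ± 4.55 and 53.6 ± 1.85 in High and Low Activity males. Its log2 fold change was -0.37 (standard error 0.06, adjusted p = 3.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and -0.07 (standard error 0.06) in males. Ndufc1, its partner in the complex, was at -0.37 (standard error 0.06, adjusted p = 2.1e-04 from the same test) in females. In the opposite direction, Ndufa3 was higher in High Activity males, at 0.29 (standard error 0.06, adjusted p = 0.00134 from the same test). The mitochondrially encoded mt-Nd2 was higher in High Activity mice of both sexes, at 3654 ± 187 against 3051 ± 212 CPM (SD, n = 4) in females and 3547 ± 215 against 2919 ± 141 in males, and mt-Nd6 in males, at 0.29 (standard error 0.07). At an unadjusted p under 0.05, 18 of the 22 genes were higher in Low Activity females, 2 in High Activity females, 9 in High Activity males and 0 in Low Activity males. Adjusted over all genes, 9 were lower and 1 higher in High Activity females (17 and 2 when adjusted over the list alone), and 4 were higher and 0 lower in High Activity males (4 and 0 adjusted over the list alone). The study chose these genes on the same libraries, so counts within the list are not independent evidence.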

Several genes were significantly upregulated independent of sex, which is why the number of listed genes is more than 22.

#### 3.4.2 Ubiquinone biosynthesis

Two genes were associated with ubiquinone biosynthesis. Ubiquinone is an electron carrier from both complexes I and II to complex III. Of those two genes, *Coq7* was upregulated in both male and female High Activity mice and *Coq9* was upregulated in female Low Activity mice.

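Coq7, a hydroxylase of ubiquinone synthesis, had a High minus Low log2 fold change of 0.22 (standard error 0.07, adjusted p = 0.0701 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in males and 0.04 (standard error 0.07, adjusted p = 0.814 from the same test) in females. Coq9, which binds Coq7 and lipid intermediates, was at -0.15 (standard error 0.05, adjusted p = 0.0619 from the same test) in females and -0.02 (standard error 0.05) in males. Neither had a strain effect at an adjusted p under 0.05 in the main edgeR fit over all genes, and DESeq2 called Coq9 alone. Among only the genes that pass a minimum expression, edgeR's joint test called Coq7 (adjusted p = 0.0393) and Coq9 (adjusted p = 0.0311). Without library 5, edgeR also called Coq7. The interaction was -0.17 (standard error 0.10, adjusted p = 0.582 from the same test) for Coq7 and -0.13 (standard error 0.07, adjusted p = 0.565 from the same test) for Coq9.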

#### 3.4.3 Ubiquinol‐cytochrome c reductase (complex III)

Seven genes were associated with ubiquinol‐cytochrome c reductase (complex III) of the electron transport chain. Of these seven genes, six were upregulated in Low Activity females (*Cyc1*, *Uqcc3*, *Uqcr10*, *Uqcr11*, *Uqcrfs1* and *Uqcrq*), two were upregulated in High Activity males (*Uqcr10 and Uqcrh*), one was upregulated in Low Activity males (*Uqcc3*). 

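Uqcr11, a small subunit of complex III, fell most, at a log2 fold change of -0.35 (standard error 0.05, adjusted p = 2.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in High Activity against Low Activity females. It was at -0.03 (standard error 0.05) in males, an interaction of -0.33 (standard error 0.07, adjusted p = 0.1 from the same test). Uqcrq was at -0.24 (standard error 0.05, adjusted p = 0.00274 from the same test) in females, and Cyc1, the subunit that holds cytochrome c1, at -0.18 (standard error 0.05, adjusted p = 0.011 from the same test). Uqcc3, an assembly factor, was at -0.30 (standard error 0.09) in females and -0.08 (standard error 0.09) in males. Uqcr10 went in opposite directions, at -0.19 (standard error 0.05) in females, where the length and GC offset gave 0.04, and 0.15 (standard error 0.05) in males. Uqcrh was at 0.15 (standard error 0.06) in males. Of the 7 genes, 6 were higher in Low Activity females, 0 in High Activity females, 2 in High Activity males and 0 in Low Activity males at an unadjusted p under 0.05. With adjustment over all genes 6 were lower in High Activity females (6 when adjusted over the list alone, which the study chose) and 0 changed in males (0 adjusted over the list alone).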

In many cases, genes were significantly upregulated independent of sex, which is why the number of listed genes is more than seven.

#### 3.4.4 Cytochrome c

One gene was associated with cytochrome c. Cytochrome c transports electrons from complex III to complex IV. 

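Cycs encodes cytochrome c, the carrier of electrons between complexes III and IV, and lies on chromosome 6 of GRCm38 from 50562563 to 50566538. Its log2 fold change between High and Low Activity was -0.22 (standard error 0.05, adjusted p = 0.0101 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and 0.02 (standard error 0.05, adjusted p = 0.953 from the same test) in males. The interaction was -0.23 (standard error 0.08, adjusted p = 0.258 from the same test), so a difference between the sexes was not shown at an adjusted p under 0.05. It passed an unadjusted p under 0.05, the threshold the paper uses for sex dependence. Processed pseudogenes of Cycs may take part of its reads.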

*Cycs* was upregulated in female Low Activity mice.

#### 3.4.5 Cytochrome c oxidase (complex IV)

Six genes were associated with cytochrome c oxidase (complex IV). Of these six genes, five were upregulated in Low Activity females (*Cox5a*, *Cox6c*, *Cox7a2*, *Cox7c* and *Cox8a*), one was upregulated in High Activity females (*Cox6a2*), and one was upregulated in High Activity males (*Cox6a2*). 

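Cox7a2 of complex IV was lower in High Activity than in Low Activity females, at a log2 fold change of -0.28 (standard error 0.06, adjusted p = 0.00167 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was at 0.00 (standard error 0.06) in males. Cox5a and Cox7c were lower in High Activity females, at -0.22 (standard error 0.07) and -0.21 (standard error 0.06). Cox8a was lower, at -0.22 (standard error 0.05, adjusted p = 0.00276 from the same test), but its value with the length and GC offset was 0.01. Cox6a2, the form of the subunit found in heart and muscle, was higher in High Activity males, at 1.32 (standard error 0.30, adjusted p = 0.0056 from the same test) and was at 0.77 (standard error 0.30) in females, with a mean of 3.86 CPM. At an unadjusted p under 0.05, 5 of the 6 genes were higher in Low Activity females, 1 in High Activity females, 1 in High Activity males and 0 in Low Activity males. With adjustment over all genes, 5 were lower and 0 higher in High Activity females (5 and 1 when adjusted over the list alone, which the study chose), and 1 was higher in High Activity males (1 adjusted over the list alone).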

In one case, a gene was significantly upregulated independent of sex, which is why the number of listed genes is more than six.

#### 3.4.6 ATP synthase (complex V)

Eight genes were associated with ATP synthase (complex V). Of these eight genes, seven were upregulated in Low Activity females (*Atp5c1*, *Atp5d*, *Atp5e*, *Atp5f1*, *Atp5g3*, *Atp5h* and *Atp5j2*), two were upregulated in High Activity males (*Atp5g3 and Atp5k*), and one was upregulated in Low Activity males (*Atp5j2*). 

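Atp5j2, a subunit of the membrane part of ATP synthase, was the oxidative phosphorylation gene with the smallest p in females. It was lower in High Activity females, at a log2 fold change of -0.41 (standard error 0.06, adjusted p = 1.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was at -0.15 (standard error 0.06, adjusted p = 0.146 from the same test) in males. Atp5d and Atp5c1, which belong to the rotor, were lower in High Activity females, at -0.23 (standard error 0.05) and -0.22 (standard error 0.05), as was Atp5f1, at -0.20 (standard error 0.05). Atp5g3, one of several genes for the proton-carrying ring, was at -0.14 (standard error 0.05) in females and 0.08 (standard error 0.05, adjusted p = 0.417 from the same test) in males. Atp5k was higher in High Activity males, at 0.31 (standard error 0.09, adjusted p = 0.0319 from the same test) and was at -0.08 (standard error 0.09) in females. Of the 8 genes, 7 were higher in Low Activity females, 0 in High Activity females, 1 in High Activity males and 1 in Low Activity males at an unadjusted p under 0.05. Adjusted over all genes, 6 were lower in High Activity females (7 when adjusted over the list alone, which the study chose) and 1 was higher in High Activity males (1 adjusted over the list alone).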

The number of genes listed is more than eight because several genes were significantly upregulated independent of sex.

### 3.5 Overlap between the top candidates, QTL and GeneWeaver gene lists

In order to further narrow down the priority genes, we manually compared the top candidates, QTL and GeneWeaver gene lists (Figure 2). Gene symbols, gene names, encoded protein function and differential gene expression patterns can be seen in Table 2.

**FIGURE 2:**
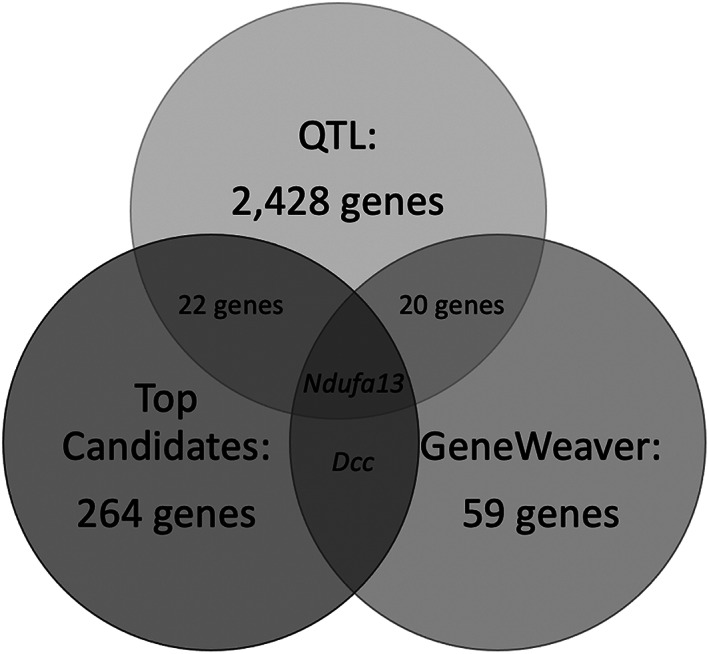
The top candidate genes (left) were compared to the QTL (top—22 overlapping genes) and GeneWeaver (right—one overlapping gene (*Dcc*)) gene lists. Additionally, all three gene lists were compared, revealing one common gene (*Ndufa13*). See Table 2 for the list of 24 genes

**TABLE 2:** Glossary of gene symbols, gene names, encoded protein functions and differential gene expression patterns for the top candidate genes

Overlapping gene lists		
Symbol (name)	Encoded protein function	Differential gene expression pattern
**Top candidates and QTL gene list overlap**		
*Ap3s2* (Adaptor‐related protein complex 3, sigma 2 subunit)	Involved in anterograde synaptic vesicle transport. Predicted to localize to AP‐3 adaptor complex and intracellular membrane‐bounded organelle.	Strain effect independent of sex (upregulated in Low Activity)
*Arrb1* (Arrestin, beta 1)	Exhibits cysteine‐type endopeptidase inhibitor activity involved in apoptotic process and mitogen‐activated protein kinase kinase binding activity. Localizes to cytosol and pseudopodium.	Strain effect independent of sex (upregulated in High Activity)
*Coq7* (Coenzyme Q7, hydroxylase)	Predicted to have 2‐octoprenyl‐3‐methyl‐6‐methoxy‐1,4‐benzoquinone hydroxylase activity and chromatin binding activity. Localizes to mitochondrion.	Strain effect independent of sex (upregulated in High Activity)
*Crtc1* (CREB regulated transcription coactivator 1)	Predicted to have cAMP response element binding protein binding activity. Localizes to cytoplasm and nucleus. Predicted to colocalize with dendrite and synapse.	Strain effect independent of sex (upregulated in Low Activity)
*Dlg2* (Discs large MAGUK scaffold protein 2)	A structural constituent of postsynaptic density. Localizes to several cellular components, including glutamatergic synapse; juxtaparanode region of axon; and synaptic vesicle membrane. Predicted to colocalize with ionotropic glutamate receptor complex and voltage‐gated potassium channel complex.	Strain effect independent of sex (upregulated in High Activity)
*Enah* (ENAH Actin regulator)	Exhibits SH3 domain binding activity and profilin binding activity. Localizes to several cellular components, including focal adhesion; lamellipodium; and stress fiber.	Strain effect in females only (upregulated in High Activity)
*Gprc5b* (G protein‐coupled receptor, family C, group 5, member B)	Exhibits protein kinase binding activity. Localizes to cell surface; membrane raft; and plasma membrane.	Strain effect independent of sex (upregulated in High Activity)
*Lrp8* (Low density lipoprotein receptor‐related protein 8, apolipoprotein e receptor)	Exhibits several functions, including amyloid‐beta binding activity; apolipoprotein binding activity; and reelin receptor activity. Localizes to cell surface and extracellular space.	Strain effect independent of sex (upregulated in Low Activity)
*Ndufb7* (NADH:ubiquinone oxidoreductase subunit B7)	Predicted to have NADH dehydrogenase (ubiquinone) activity. Predicted to be involved in mitochondrial respiratory chain complex I assembly. Localizes to mitochondrial inner membrane.	Strain effect but direction differs based on sex (upregulted in High Activity males and Low Activity females)
*Ndufc2* (NADH:ubiquinone oxidoreductase subunit C2)	Predicted to have NADH dehydrogenase (ubiquinone) activity. Predicted to be involved in several processes, including mitochondrial respiratory chain complex I assembly; negative regulation of NIK/NF‐kappaB signaling; and positive regulation of mitochondrial membrane potential. Localizes to mitochondrial inner membrane.	Strain effect in females only (upregulated in High Activity)
*Ndufs2* (NADH:ubiquinone oxidoreductase core subunit S2)	Predicted to contribute to NADH dehydrogenase activity and to be involved in mitochondrial electron transport, NADH to ubiquinone and response to oxidative stress. Localizes to mitochondrion.	Strain effect but magnitude of change differs based on sex (upregulated in High Activity)
*Nol3* (Nucleolar protein 3)	Exhibits death effector domain binding activity and death receptor binding activity. Localizes to mitochondrion and sarcoplasm.	Strain effect independent of sex (upregulated in Low Activity)
*Ntrk3* (Neurotrophic tyrosine kinase, receptor, type 3)	Predicted to have several functions, including GPI‐linked ephrin receptor activity; neurotrophin receptor activity; and p53 binding activity. Localizes to cytoplasm.	Strain effect independent of sex (upregulated in High Activity)
*Picalm* (Phosphatidylinositol binding clathrin assembly protein)	Predicted to have several functions, including SH3 domain binding activity; clathrin heavy chain binding activity; and phosphatidylinositol binding activity. Localizes to clathrin‐coated pit and vesicle. Colocalizes with perinuclear region of cytoplasm.	Strain effect in females only (upregulated in High Activity)
*Rgma* (Repulsive guidance molecule family member A)	Exhibits coreceptor activity and signaling receptor binding activity. Localizes to cell surface.	Strain effect independent of sex (upregulated in High Activity)
*Rit2* (Ras‐like without CAAX 2)	Exhibits several functions, including GTP binding activity; GTPase activity; and calmodulin binding activity. Localizes to several cellular components, including cell body; dendritic tree; and nucleus.	Strain effect independent of sex (upregulated in Low Activity)
*Rpl27a* (Ribosomal protein L27A)	A structural constituent of ribosome. Involved in translation. Localizes to cytosolic ribosome.	Strain effect in females only (upregulated in Low Activity)
*Spcs2* (Signal peptidase complex subunit 2 homolog (S. cerevisiae))	Predicted to contribute to peptidase activity. Predicted to be involved in protein targeting to ER and signal peptide processing. Predicted to localize to signal peptidase complex.	Strain effect but magnitude of change differs based on sex (upregulated in High Activity)
*Tmem161a* (Transmembrane protein 161A)	Predicted to be involved in several processes, including cellular response to UV; regulation of response to DNA damage stimulus; and response to retinoic acid. Predicted to localize to integral component of membrane.	Strain effect independent of sex (upregulated in High Activity)
*Trim32* (Tripartite motif‐containing 32)	Exhibits several functions, including myosin binding activity; translation initiation factor binding activity; and ubiquitin protein ligase activity. Localizes to nucleus and striated muscle myosin thick filament.	Strain effect independent of sex (upregulated in Low Activity)
*Txndc12* (Thioredoxin domain containing 12 (endoplasmic reticulum))	Predicted to have peptide disulfide oxidoreductase activity. Predicted to be involved in negative regulation of endoplasmic reticulum stress‐induced intrinsic apoptotic signaling pathway. Localizes to endoplasmic reticulum.	Strain effect independent of sex (upregulated in High Activity)
*Vcl* (Vinculin)	Predicted to have alpha‐catenin binding activity; dystroglycan binding activity; and enzyme binding activity. Localizes to several cellular components, including costamere; fascia adherens; and focal adhesion. Predicted to colocalize with Actin filament and stress fiber.	Strain effect in females only (upregulated in High Activity)
**Top candidates and GeneWeaver gene list overlap**		
*Dcc* (Deleted in colorectal carcinoma)	Predicted to have identical protein binding activity; netrin receptor activity; and transcription coactivator activity. Localizes to Schaffer collateral ‐ CA1 synapse; axon; and integral component of postsynaptic density membrane.	Strain effect (upregulated in High Activity)
**Top candidates, QTL and GeneWeaver gene list overlap**		
*Ndufa13* (NADH:ubiquinone oxidoreductase subunit A13)	Predicted to have NADH dehydrogenase (ubiquinone) activity. Involved in extrinsic apoptotic signaling pathway. Localizes to mitochondrion and nucleus.	Strain effect but direction differs based on sex (upregulated in High Activity males and Low Activity females)

*Note*: Encoded protein functions were obtained from Mouse Genome Informatics and alliance of genome resources.

#### 3.5.1 Top candidates and QTL gene list overlap

22 genes were present in both the top candidates and QTL gene lists. 

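Rit2, a small GTPase of neurons, was lower in High Activity females, at a log2 fold change of -0.56 (standard error 0.10, adjusted p = 2.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was at -0.30 (standard error 0.10) in males. Crtc1, a coactivator of activity-dependent transcription, was lower, at -0.25 (standard error 0.06) and -0.37 (standard error 0.07, adjusted p = 3.4e-04 from the same test), and Lrp8, a receptor for reelin, at -0.18 (standard error 0.06) and -0.28 (standard error 0.06). Spcs2 was higher in High Activity males, at 0.28 (standard error 0.05, adjusted p = 5.1e-04 from the same test) and was at 0.14 (standard error 0.05) in females, and Tmem161a was higher in both, at 0.24 (standard error 0.07) in females and 0.25 (standard error 0.07) in males. Enah, an actin regulator, was higher in High Activity females, at 0.21 (standard error 0.05, adjusted p = 0.00755 from the same test), with 0.00 under the length and GC offset. Gprc5b, Rgma and Picalm were at 0.21 (standard error 0.06), 0.21 (standard error 0.07) and 0.12 (standard error 0.04) in females, the last at -0.02 with that offset, and at 0.04 (standard error 0.06), 0.12 (standard error 0.07) and -0.01 (standard error 0.04) in males. Ap3s2 and Rpl27a were at -0.13 (standard error 0.05) and -0.15 (standard error 0.06) in females and -0.09 (standard error 0.05) and 0.10 (standard error 0.06) in males, and Ndufb7 was at -0.14 (standard error 0.06) and 0.13 (standard error 0.06). Of the 22 genes of Table 2 that lie in QTL regions, 12 were higher in High Activity females, 8 in Low Activity females, 8 in High Activity males and 4 in Low Activity males at an unadjusted p under 0.05. Adjusted over all genes, 8 were higher and 5 lower in High Activity females and 6 higher and 2 lower in High Activity males (12, 8, 7 and 4 when adjusted over the list alone). The study chose the list partly on these libraries, so it is not independent evidence.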

14 genes were upregulated in High Activity females (*Arrb1*, *Coq7*, *Dlg2*, *Enah*, *Gprc5b*, *Ndufc2*, *Ndufs2*, *Ntrk3*, *Picalm*, *Rgma*, *Spcs2*, *Tmem161a*, *Txndc12* and *Vcl*), 11 genes were upregulated in High activity males (*Arrb1*, *Coq7*, *Dlg2*, *Gprc5b*, *Ndufb7*, *Ndufs2*, *Ntrk3*, *Rgma*, *Spcs2*, *Tmem161a* and *Txndc12*), eight genes were upregulated in Low Activity females (*Ap3s2*, *Crtc1*, *Lrp8*, *Ndufb7*, *Nol3*, *Rit2*, *Rpl27a* and *Trim32*), and six were upregulated in Low Activity males (*Ap3s2*, *Crtc1*, *Lrp8*, *Nol3*, *Rit2* and *Trim32*). Several genes were significantly upregulated independent of sex, which is why the number of listed genes is more than 22.

#### 3.5.2 Top candidates and GeneWeaver gene list overlap

One gene was present in the top candidates and GeneWeaver gene lists. 

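Dcc encodes a netrin receptor that guides growing axons and lies on chromosome 18 of GRCm38 from 71253634 to 72351069. The log2 fold change between High and Low Activity was 0.71 (standard error 0.13, adjusted p = 7.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and 0.38 (standard error 0.13, adjusted p = 0.104 from the same test) in males. The mean over the sexes was 0.54 (standard error 0.09, adjusted p = 1.6e-04 from the same test), and the difference between the sexes 0.33 (standard error 0.19, adjusted p = 0.58 from the same test). Its female value with the length and GC offset was 0.52 and the male value 0.41.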

*Dcc* was upregulated in both male and female High Activity mice.

#### 3.5.3 Top candidates, QTL and GeneWeaver gene list overlap

One gene was present in the top candidates, QTL and GeneWeaver gene lists. 

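Ndufa13 encodes a subunit of complex I and lies on chromosome 8 of GRCm38 from 69894180 to 69902558. High minus Low log2 fold changes were -0.17 (standard error 0.06, adjusted p = 0.0865 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and 0.12 (standard error 0.06, adjusted p = 0.3 from the same test) in males, both past an unadjusted p under 0.05. The interaction was -0.29 (standard error 0.08, adjusted p = 0.194 from the same test). The joint test of any strain effect gave adjusted p = 0.0569 in edgeR and adjusted p = 0.0322 in DESeq2.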

*Ndufa13* was upregulated in male High Activity mice and female Low Activity mice.

### 3.6 Rank‐rank hypergeometric overlap (RRHO)

Approximately 29,000 genes were used for our RRHO analyses. In addition, we used the Stratified method extensively explained in Cahill et al.^38^

#### 3.6.1 RRHO strain results

An RRHO strain analysis revealed concordant gene expression. 

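Genes ranked by their strain effect kept a similar order in females and males. Across all 31960 genes, the signed ranks of the 2 sexes had a Spearman rho of 0.32, and the log2 fold changes a Pearson r of 0.23. Across the 17805 genes that pass a minimum expression the values were 0.44 and 0.74, and 62.8% of those genes had the same sign in both sexes. These are correlations across genes, which are not independent replicates. The comparisons share no library. With the length and GC offset, rho across expressed genes was 0.57, and ranking all genes by log2 fold change gave 0.20.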

The same genes are either downregulated (Figure 3B) or upregulated (Figure 3C) for each activity level in males and in females. In other words, quadrant B demonstrates that if a gene is downregulated in male High Activity versus Low Activity mice, the same gene will show the identical pattern in the female High Activity versus Low Activity mice. 

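Genes that were lower in High Activity mice of both sexes included C1qb and C1qc, which encode complement proteins made by microglia. C1qb had a High minus Low log2 fold change of -0.83 (standard error 0.09) in females and -0.63 (standard error 0.09) in males, and C1qc of -0.76 (standard error 0.09) and -0.63 (standard error 0.09). Among genes lower in High Activity mice, the overlap was greatest between the first 2800 genes of the male ranking and the first 2400 of the female ranking, which shared 1105 genes against 210 by chance (-log10 of the hypergeometric value 585). Among genes higher in High Activity mice, the first 1400 and 2400 shared 757 against 105 by chance (503). Genes that run in opposite directions in the sexes overlapped less than by chance, with 1 shared gene at the best point of each comparison against 35.0 and 22.5 by chance. Neighbouring genes are not independent, so these values rank overlaps and are not error rates.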

Quadrant C displays the opposite, if a gene is upregulated in male High Activity versus Low Activity mice, the same gene will show the identical pattern in the female High Activity versus Low Activity mice.

**FIGURE 3:**
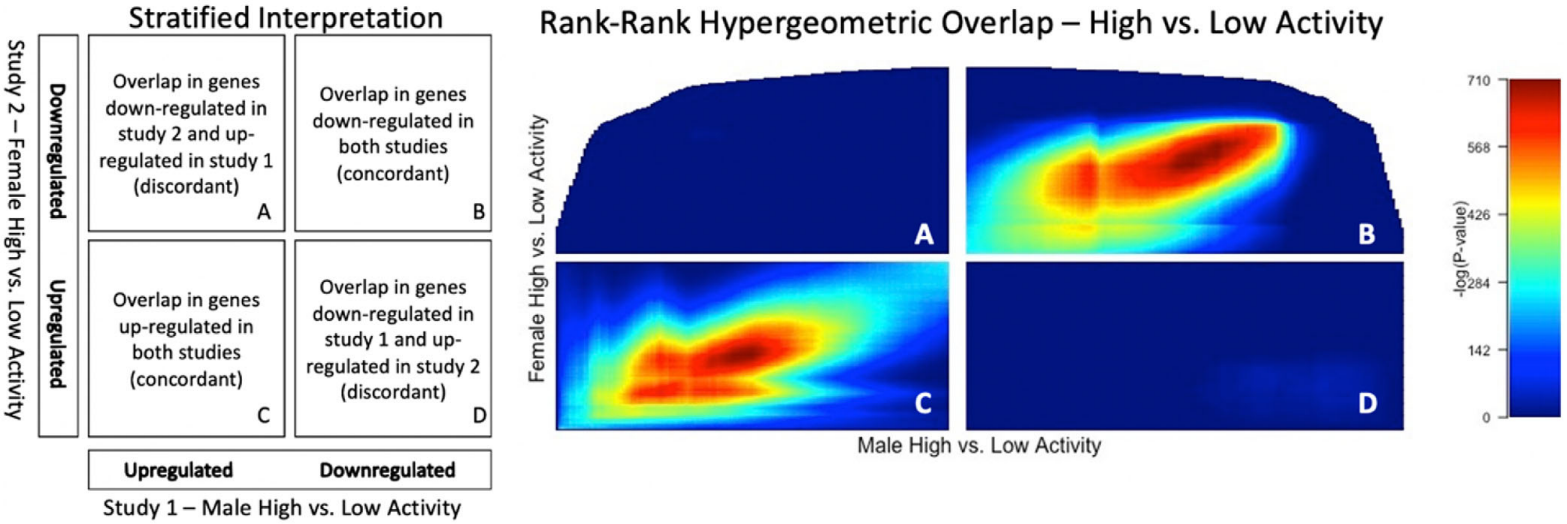
The left figure describes the differential gene expression that is represented in the RRHO heat map output, high versus low activity mice. Each pixel in the stratified heat maps below represent a −log10(*p*‐value) from the hypergeometric distribution

#### 3.6.2 RRHO sex results

The RRHO sex analysis results are a bit more complex, revealing both concordant (Figure 4B,C) and discordant (Figure 4A,D) gene expression. 

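Within a strain, few genes differed between males and females, and Xist and the Y-linked genes led them. In High Activity mice, 11 genes passed an adjusted p under 0.05 (9 protein-coding; 1528 at an unadjusted p under 0.05; DESeq2 called 15), and in Low Activity mice 75 did (71 protein-coding; 3307 unadjusted; DESeq2 called 339). Ddx3y, an RNA helicase on the Y chromosome, was at 59.4 ± 2.07 CPM (SD, n = 4) in High Activity males and 57.9 ± 1.87 in Low Activity males, against 0.123 ± 0.097 and 0.241 ± 0.41 in females. The last mean rests on library 9, at 0.855 CPM against 0 to 0.0734 in the other 3 Low Activity females. Single libraries moved these counts, the first to 24 without library 5 and 28 without library 7, and the second to between 19 (without library 10) and 187 (without library 16). The second was 25 with the length and GC offset, 49 with no composition factors and 138 with adjustment over protein-coding genes. Across all genes, the sex effects of the strains ran weakly in opposite directions, with a Spearman rho of -0.12 and a Pearson r of 0.00. Across expressed genes rho was -0.20 and 43.2% of genes had the same sign, and with the length and GC offset rho was -0.05. Genes are not independent replicates.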

Quadrant C reveals that many genes are upregulated for male versus female mice, regardless of activity strain. In other words, if a gene is upregulated in male High Activity versus female High Activity mice, the same gene will show the identical pattern for male Low Activity versus female Low Activity mice. Quadrant B again demonstrates concordant gene expression, but it is more understated than in quadrant C. More specifically, if a gene is downregulated in male High Activity versus female High Activity mice, the same gene will show the identical pattern in male Low Activity versus female Low Activity mice.

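Among genes lower in males than in females of both strains, the best overlap lay between the first 200 genes of the High Activity ranking and the first 1000 of the Low Activity ranking, with 18 shared genes against 6.26 by chance (-log10 of the hypergeometric value 4.20). Xist led both rankings. Among genes higher in males of both strains, the first 600 of each ranking shared 30 genes against 11.3 by chance (5.83), with Y-linked genes at the top.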

**FIGURE 4:**
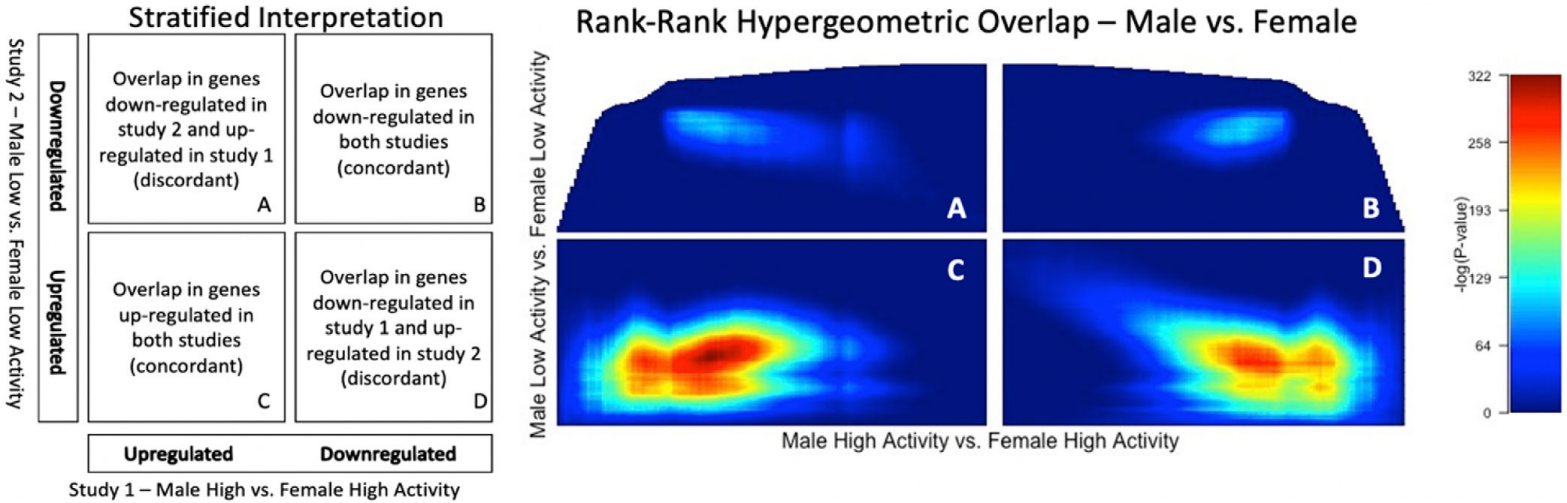
The left figure describes the differential gene expression that is represented in the RRHO heat map output, male versus female High and Low Activity mice. Each pixel in the stratified heat maps below represent a −log10 (*p*‐value) from the hypergeometric distribution

Quadrant D indicates that there are many genes downregulated in male High Activity versus female High Activity mice that are upregulated in male Low Activity versus female Low Activity mice. Quadrant A demonstrates that this pattern does not exist nearly as strong for female mice.

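The opposite direction, lower in males within High Activity and higher in males within Low Activity, held the largest overlap of the sex rankings. The first 10600 and 1800 genes shared 1018 against 597 by chance (-log10 of the hypergeometric value 97.0). Hspa1b followed this pattern, with a male minus female log2 fold change of -0.26 (standard error 0.15, adjusted p = 0.817 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in High Activity and 0.86 (standard error 0.15, adjusted p = 0.00853 from the same test) in Low Activity mice. Genes higher in males within High Activity and lower in males within Low Activity overlapped less, with 6856 shared genes of the first 14200 in each ranking against 6309 by chance (34.8). Without High Activity males 6 and 8, an alternative chosen after the data were seen because markers of the thalamus and habenula stood out in them, the rho of the sex rankings was 0.05.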

## 4 DISCUSSION

Hippocampal RNA sequencing demonstrated both sex‐independent and sex‐dependent differences between male and female High and Low Activity mice. A likelihood ratio test (LRT) via DESeq2 revealed 3901 significant differentially expressed protein‐coding genes. Of those genes, 2583 had a sex‐independent effect and 1318 had a sex‐dependent effect (Figure 1). The functional enrichment analysis revealed that genes related to mitochondrial ATP synthesis coupled electron transport (GO:0042775) were involved in modulating differences due to any strain effects. In addition, several other mitochondrial‐related ontologies were identified for the sex‐dependent strain effects: mitochondrial electron transport, NADH to ubiquinone (GO:0006120), ATP synthesis coupled proton transport (GO:0015986), mitochondrial respiratory chain complex I assembly (GO:0032981). We then focused on the 264 protein‐coding genes that were both differentially expressed and were associated with one of the enriched GO terms or the enriched PANTHER pathway. 46 of the top candidates genes were associated with oxidative phosphorylation, and 39 (3 sex‐independent and 36 sex‐dependent) of the 46 genes were upregulated in female Low Activity mice (Table 1). Additionally, using the previous QTL and GeneWeaver gene lists generated by Thomas et al.,^25^ 22 genes were present in both the top candidates and QTL gene lists, 1 gene (*Dcc*) was present in both the top candidates and GeneWeaver gene lists (upregulated in male and female High Activity mice), and 1 gene (*Ndufa13*) was present in all three lists (upregulated in male High Activity and female Low Activity mice) (Figure 2 and Table 2). 

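Genes of oxidative phosphorylation were mostly lower in High Activity than in Low Activity females, and mostly near 0 or slightly higher in High Activity males. Over the 46 genes of Table 1, the median High minus Low log2 fold change was -0.20 in females (quartiles -0.23 and -0.15) and 0.06 in males. In females, 38 genes were lower in High Activity at an unadjusted p under 0.05 and 3 were higher. Adjusted over all genes with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 27 were lower and 1 higher (37 and 3 when adjusted over the list alone). In males, 14 were higher and 1 lower at an unadjusted p under 0.05, and 6 and 0 with adjustment (8 and 0 adjusted over the list alone). Without 1 library at a time, 35 to 38 genes were lower in High Activity females, and the adjusted count was 17 without library 9. With the length and GC offset, 22 were lower at an unadjusted p under 0.05 (13 adjusted), with a median of -0.11. Any strain effect was called for 30 of the 46 by edgeR (17 with the offset, 22 without library 9 or 11) and for 38 by DESeq2. The list was chosen by the study on these libraries and is not independent evidence. Over 75 nuclear subunits of complexes I, III, IV and V, listed in full before the data were examined, the female median was -0.17, with 32 lower and 0 higher (43 and 3 adjusted over the list alone; 45 and 3 at an unadjusted p under 0.05). With the offset that median was -0.06 and 17 were lower. The paper's result on these complexes was known when that list was written. From 39 of the 46 genes being higher in Low Activity females by the paper's count and 4 in Low Activity males, the paper raises the possibility of a sex effect linked to mitochondrial dysfunction and anxiety-like behavior.

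**Figure D2:**
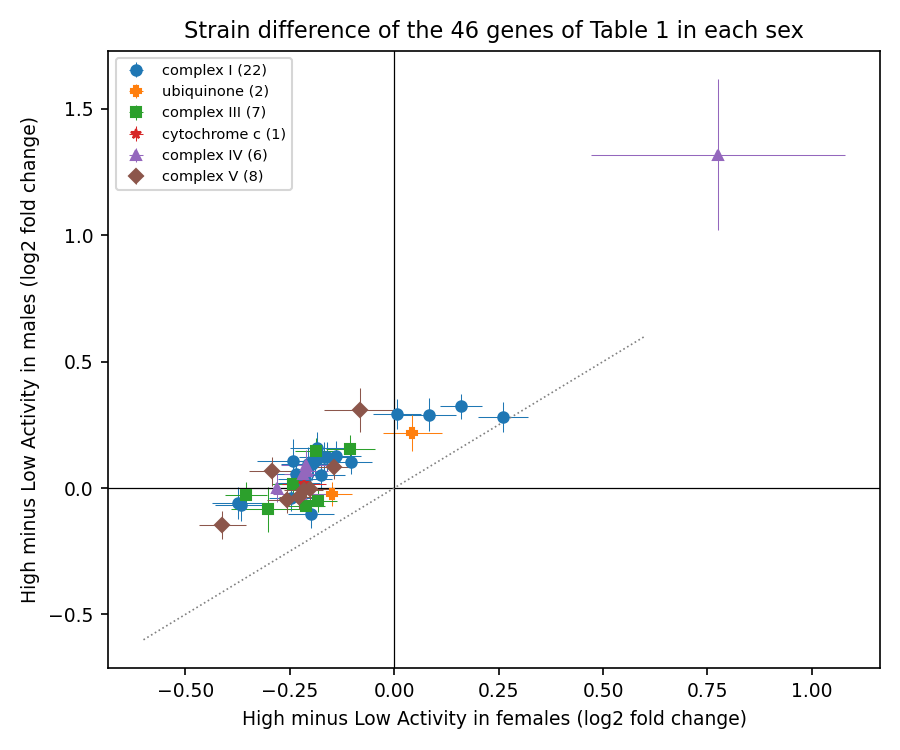
High Activity minus Low Activity log2 fold change of each of the 46 genes in females (horizontal axis) and in males (vertical axis), with bars of 1 standard error, colours for the complexes and a dotted line of equal change. Most genes lie left of 0 on the horizontal axis and above the dotted line, and Cox6a2 lies apart at 0.77 and 1.32.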

In summary, the High and Low Activity mice display highly divergent levels of anxiety‐like responses,^19^ and this hippocampal RNA‐seq study provided an opportunity to identify baseline differences that may underlie the high and low anxiety‐like phenotypes.

This study focuses on the role of the hippocampus, because pathological anxiety has been demonstrated to be associated with the hippocampus, perhaps due to its key role in contextual learning/memory.^26^, ^39^, ^40^ Differential gene expression studies using CSDS models have revealed important changes in mitochondrial‐related gene pathways in the hippocampus.^41^, ^42^ In addition, by using the forced swimming test (FST) or tail suspension test (TST), Zhang et al.^43^ induced anxiety‐related behaviors and the altered behaviors were associated with extensive transcriptional changes in the hippocampus. More specifically, the hippocampal transcriptional alterations in the TST mice were associated with pyruvate metabolism and oxidative phosphorylation, suggesting mitochondrial modifications.^43^ Taken together, the above studies demonstrate that inducing anxiety‐like behaviors via stress or trauma results in transcriptional alterations of the hippocampus associated with mitochondrial alterations.^26^, ^39^, ^40^, ^41^, ^42^, ^43^

As presented in Table 1, the vast number of differentially expressed genes involved in oxidative phosphorylation warrants further discussion regarding the implications of this molecular function on anxiety‐like behaviors. Oxidative phosphorylation is the final step of cellular respiration, which occurs in the inner mitochondrial membrane and utilizes a series of oxidation–reduction reactions to transfer electrons from NADH and FADH2 across the electron transport chain (ETC) to generate approximately 34 ATP molecules.^44^ Although oxidative phosphorylation generates the majority of ATP produced by cellular respiration, it is also a major producer of reactive oxygen species (ROS), mostly through premature electron leak, and thus is largely accountable for oxidative stress.^9^, ^45^ While ROS are a natural byproduct of cellular respiration, proper function requires a delicate balance between pro‐oxidant and antioxidant systems.^46^ When this system is perturbed, both physiological disease and psychiatric disorders can occur.^47^, ^48^, ^49^, ^50^, ^51^, ^52^ Given these points, it seems plausible that ROS may be partially responsible for the dramatic differences in anxiety‐like behaviors observed in the High and Low Activity mice.^19^

Overproduction of ROS leads to mitochondrial damage and dysfunction, including mutations of mitochondrial DNA, damage to the mitochondrial respiratory chain and mitochondrial membrane permeability.^53^ While a substantial amount of evidence has linked mitochondrial dysfunction and various psychiatric disorders,^47^, ^48^, ^49^, ^51^ the effect of mitochondrial dysfunction on anxiety disorders has not been extensively addressed.^9^ Several hypotheses have been proposed to link mitochondrial etiology and neuropsychiatric disorders.^9^, ^54^, ^55^ First, through cellular respiration, our brain consumes about 20% of our oxygen and about 25% of our glucose, while only being responsible for about 3% of our body mass. Thus, even subtle mitochondrial alterations would have a substantial negative impact on brain functions, increasing an individual's vulnerability to neuropsychiatric disorders.^9^, ^54^ Second, stress can trigger or exacerbate neuropsychiatric disorders and these disorders cause costly metabolic neural adaptations.^56^ Therefore, “a person with suboptimal mitochondrial function would be particularly vulnerable to stress‐associated depletion of the brain's energy resources, and, hence the development of psychopathologies.”^9^ Other hypotheses involve glucocorticoids,^57^ which are produced and metabolized in the mitochondria, catecholamines, which are catabolized by the mitochondria, and the critical role the mitochondria plays in hormonal stress responses.^9^, ^58^ It is unclear whether mitochondrial dysfunction causes neuropsychiatric disorders or neuropsychiatric disorders cause mitochondrial dysfunction, it is likely a combination of both that depends on the individual as well as the particular disorder.

As previously mentioned, the 264 top candidates gene list identified through the RNA sequencing analysis included 46 genes associated with oxidative phosphorylation. We separated the 46 genes into six categories all associated with oxidative phosphorylation: Complex I, ubiquinone, Complex III, cytochrome‐c, Complex IV and ATP synthase (Complex V) (Table 1). While a handful of genes were upregulated in the High Activity (14 for males and 3 for females) and male Low Activity mice (4), a striking 39 out of 46 oxidative phosphorylation genes were upregulated in female high anxiety, Low Activity mice. More specifically, 17 genes each encode a subunit of Complex I, one gene was associated with Complex I assembly (*Ndufaf8*), and one the function of one gene is still questioned (*Ndufa4*). One gene (*Coq9*) encodes a protein necessary for ubiquinone biosynthesis. Five genes each encode a subunit of Complex III, and one gene is involved in Complex III assembly (*Uqcc3*). One gene encodes cytochrome‐c (*Cycs*), five genes each encode a subunit of Complex IV, and seven genes each encode a subunit of ATP synthase (Complex V). Interestingly, only four (three sex‐indenpendent and one sex‐dependent) of the 46 genes associated with oxidative phosphorylation were upregulated in male high anxiety, Low Activity mice (two associated with Complex I, one with Complexes III and V). Thus, in addition to the strain differences observed for oxidative phosphorylation genes, this result suggests there may be a strong sex effect associated with mitochondrial dysfunction and anxiety‐like behaviors.

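Atp5j2 was the gene of Table 1 that was higher in Low Activity males at an unadjusted p under 0.05. The count was 1 of 46, and 0 with adjustment over all genes (0 when adjusted over the list alone). Ndufb6 had a High minus Low log2 fold change of -0.10 (standard error 0.06, adjusted p = 0.377 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in males and -0.20 (standard error 0.06, adjusted p = 0.0247 from the same test) in females. Under the length and GC offset, 3 of the 46 were higher in Low Activity males. Leaving out 1 library gave 0 (without library 7 or 16) to 2 genes (without library 8, 13 or 15). The count higher in High Activity males was 9 without library 6 or 14 and 8 without library 8.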

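The difference between the sexes was itself measured for the oxidative phosphorylation genes. The female High minus Low log2 fold change lay below the male one for all 46 genes of Table 1, with a median difference of -0.26. At an unadjusted p under 0.05 the difference passed for 40 of them, for 0 when adjusted over all genes in edgeR and for 39 when adjusted over the list alone, which the study chose. Over the 75 nuclear subunits of complexes I, III, IV and V the median difference was -0.23, with 74 below 0, 55 at an unadjusted p under 0.05, 0 adjusted over all genes and 52 adjusted over the list alone. It was -0.15 without High Activity males 6 and 8, left out after the data were seen. The subunits had median deviations of 0.0607 and 0.0921 in these libraries against -0.0556 and -0.0716 in males 5 and 7, and Table 1 genes higher in High Activity males at an unadjusted p under 0.05 went from 14 to 4. After the length and GC offset, the medians were -0.14 (14 at an unadjusted p under 0.05) and -0.11 (16). The mitochondrially encoded subunits had a median difference of -0.03, or -0.07 with the nuclear copies added and 0.08 with the offset. Markers of oligodendrocytes differed the other way, with a median difference of 0.34 over 16 genes.

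**Figure D3:**
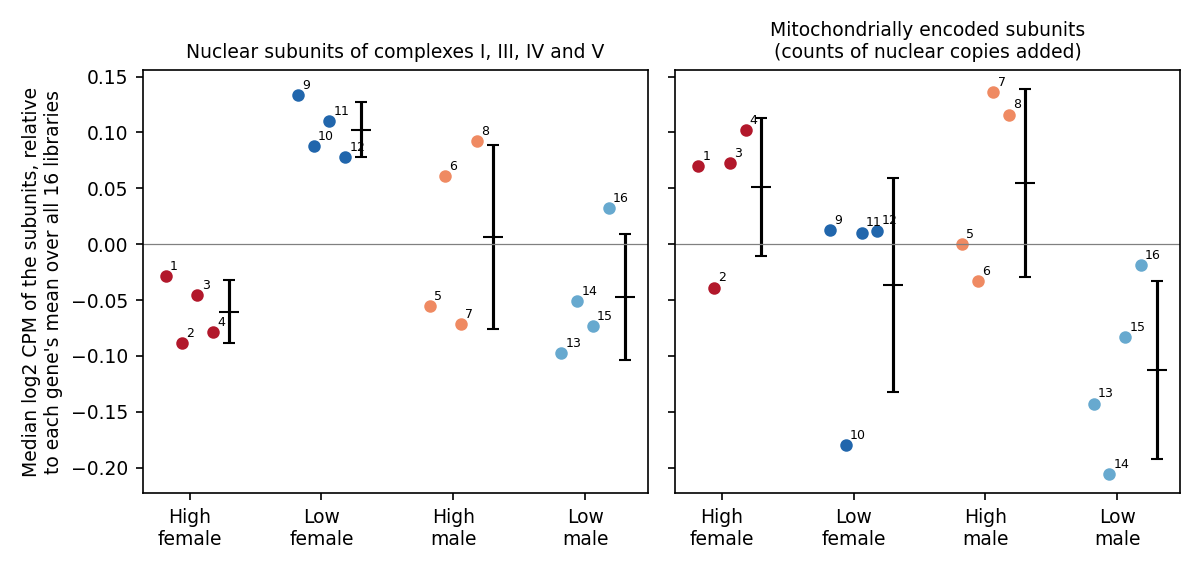
Median log2 CPM of the subunit genes relative to each gene's mean over the 16 libraries (vertical axis), by group (horizontal axis), for nuclear subunits and for mitochondrially encoded subunits with their nuclear copies added. Points are libraries and bars the mean with the SD of 4 libraries. For the nuclear subunits, all 4 Low Activity females lie above all 4 High Activity females, while the libraries of the males overlap.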

In addition to the 46 genes associated with oxidative phosphorylation, five of these genes also appeared in our overlapping gene lists (any of the 264 top candidate genes that overlap with the QTL and/or GeneWeaver gene lists), providing more evidence for their relevance in the different anxiety‐like behaviors observed in the High and Low Activity mice. *Ndufb7*, *Ndufc2*, *Ndufs2* and *Coq7* appeared on both the top candidates and the QTL gene list, and *Ndufa13* appeared on all three gene lists.^21^, ^25^ The four “*Nduf*” genes each encode a subunit of Complex I and *Coq7* encodes a protein necessary for ubiquinone biosynthesis, which is an electron carrier from Complexes I and II to Complex III. 

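Sdhb, the iron-sulfur subunit of complex II, was lower in High Activity than in Low Activity females, at a log2 fold change of -0.21 (standard error 0.05, adjusted p = 0.00435 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its joint test of any strain effect gave adjusted p = 0.00835. The other subunits were closer to 0 in females, Sdhd at -0.13 (standard error 0.05), Sdhc at -0.08 (standard error 0.05) and Sdha at -0.04 (standard error 0.05). In females 1 of the 4 was lower and 0 were higher (2 and 0 when adjusted over the list alone, and 2 and 0 at an unadjusted p under 0.05), and in males 0 was at any of these counts. The median difference between the sexes was -0.11 (camera with the preset correlation, adjusted p = 0.0402, and adjusted p = 0.696 with an estimated correlation). Under the length and GC offset it was -0.04, and that list was no longer called (camera with the preset correlation, adjusted p = 0.247).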

Interestingly, of the 46 genes associated with oxidative phosphorylation, zero were associated with Complex II, which is the only complex of the ETC that does not pump protons into the intermembrane space of the mitochondria. Collectively, our results suggest that differences in genes involved in Complexes I, III, IV and V, as well as the electron carriers, ubiquinone and cytochrome C may influence anxiety‐like behaviors and that these differences may be sex‐dependent.

Similar to the DeFries et al.^18^ mice used in our study, Krömer et al.^59^ used over 25 liters of the outbred Swiss CD1 strain as a starting point for selective and bidirectional breeding for anxiety‐related behavior on the EPM, eventually creating the inbred HAB‐M (high anxiety behavior‐EPM), LAB‐M (low anxiety behavior‐EPM) and NAB‐M (normal anxiety behavior‐EPM) mouse lines. Proteomic and microarray analysis revealed that glyoxalase‐I (Glx1), an enzyme involved in glycolysis, was consistently upregulated in LAB‐M mice in several brain regions.^59^ Glycolysis is the first step of cellular respiration and therefore closely linked to mitochondrial energy production.^9^, ^59^ In two follow up studies, male only HAB, LAB and NAB were metabolically labeled with the stable 15N isotope, via a 15N‐labeled diet, for further proteomic and metabolomic profiling.^60^, ^61^ Both studies reported cingulate cortex protein and metabolite alterations in energy metabolism, mitochondrial import and transport, and oxidative stress. More specifically, seven of the 10 enzymes catalyzing glycolysis pathway reactions had increased expression in LAB mice, with the largest change observed in Glx1. Increased protein expression of proteins participating in mitochondrial import and transport were observed in HAB mice and there was evidence for increased antioxidant activity in LAB mice.^60^, ^61^ Furthermore, in silico analysis confirmed the increased antioxidant activity in LAB mice and reports an increased fold change in HAB mice for oxidative phosphorylation and metabolic processes.^60^ In a final study using male HAB mice, Nussbaumer et al.^16^ treated HAB, C57BL/JN and DBA/2J mice with MitoQ, an over the counter antioxidant that selectively targets the mitochondria, for 10 weeks. The HAB mice treated with MitoQ exhibit decreased anxiety‐like behaviors in the LDB and OFA; however, the C57BL/JN and DBA/2J were not affected by MitoQ. This suggests that pathological levels of anxiety may be necessary for MitoQ to be effective.^16^ In summary, the HAB, NAB and LAB mice selected for their EPM behaviors provide continued support for the mitochondrial role in anxiety‐like behaviors.^16^, ^59^, ^60^

In another selective and bidirectional study, anticipatory anxiety behavior during cage changes was used to create inbred AX (anxious) and NAX (non‐anxious) lines of mice.^62^ These male mice performed as expected in EPM, LDB and OFA (AX mice exhibited increased anxiety‐like behaviors and vice versa). A significant change in 82 proteins was revealed during this study, 34 of which had been previously identified in other anxiety, depression or repeated psychosocial stress studies. Importantly, significant changes in oxidative stress proteins (GLRX3, GSTM1, PRDX6, QDPR and SIRT2) were associated with male AX mice.^62^

The mitochondria is a major source of ROS, thus Olsen et al.^63^ created mice that overexpress mitochondrial catalase (MCAT). MCAT has been shown to protect cells from oxidative injury.^64^ Both male and female MCAT mice exhibited reduced measures of anxiety in the elevated zero maze. Interestingly, oxidative stress did not significantly differ between groups, suggesting the differences observed in this study may be due to altered redox signaling.^63^ Misiewicz et al.^65^ used a chronic social defeat stress (CSDS) paradigm in male C57BL/6NCrl and DBA/2NCrl, two strains known to differ in their susceptibility to stress. Integrative gene set enrichment analysis revealed differential expression of mitochondrial‐related genes in the bed nucleus of the stria terminalis (BNST) and blood of stressed mice. Interestingly, this study found a strain dependent effect, where reduced expression of mitochondrial‐related genes were observed in DBA/2NCrl stress‐susceptible mice but increased expression of these genes in C57BL/6NCrl stress‐susceptible mice.^65^ In addition, of the mitochondrial‐related genes reported in Misiewicz et al.,^65^ many also appeared in our top candidates gene list, including five genes (*Ndufa2*, *Ndufa6*, *Ndufc1*, *Ndufc2* and *Ndufs6*) that encode Complex I subunits, one gene (*Uqcrh*) that encodes a Complex III subunit, one gene (*Cycs*) that encodes cytochrome‐c, three genes (*Cox5a*, *Cox7a2* and *Cox7c*) that encode Complex IV subunits, and three genes (*Atp5c1*, *Atp5d* and *Atp5f1*) that encode Complex V (ATP synthase) subunits. Taken together, the HAB/NAB/LAB, AX/NAX, MCAT and multiple C57/DBA strains of mice were utilized in several different paradigms, but all provide strong support that the mitochondria are involved in anxiety‐like behaviors and offers potential therapeutic targets.

In addition to the oxidative phosphorylation results presented above, we manually compared our top candidates gene list with our previously published QTL and GeneWeaver gene lists (Table 2).^25^ Niculescu et al.^66^ reported that decreased *ARRB1* expression in the prefrontal cortex (PFC) was among the top 12 list of candidate biomarker genes involved with suicidality. While our results cannot be translated directly to humans, it is interesting that *Arrb1* upregulation was observed in both male and female low anxiety, High Activity mice. In addition, the hippocampus is a major target of all‐trans retinoic acid (ATRA), which has been reported to induce anxiety‐like behaviors. 

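Arrb1 encodes beta-arrestin 1, which ends the signalling of G protein-coupled receptors, and lies on chromosome 7 of GRCm38 from 99535466 to 99606771. It was higher in High Activity than in Low Activity mice, at a log2 fold change of 0.27 (standard error 0.05, adjusted p = 2.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and 0.31 (standard error 0.05, adjusted p = 3.3e-05 from the same test) in males. These values with the length and GC offset were 0.17 and 0.35.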

Qin et al.^67^ injected young mice with 10 mg/kg of ATRA and this resulted in a significant decrease in *Dlg2* mRNA. *Dlg2* mRNA levels were positively correlated with center duration and total distance traveled in OFA, suggesting lower anxiety‐like behaviors. In agreement with our results, *Dlg2* was upregulated in low anxiety, High Activity mice. Furthermore, Fox et al.^68^, ^69^ demonstrated an inverse association between *Ntkr3* and anxious‐temperament (AT) in young rhesus monkeys. 

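Dlg2 encodes a scaffold protein of the postsynaptic density and lies on chromosome 7 of GRCm38 from 90476672 to 92449247. It was higher in High Activity than in Low Activity mice, at a log2 fold change of 0.32 (standard error 0.06, adjusted p = 0.00135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and 0.21 (standard error 0.06, adjusted p = 0.0456 from the same test) in males. The female value was 0.18 with the length and GC offset.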

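Ntrk3 encodes the receptor for neurotrophin 3 and lies on chromosome 7 of GRCm38 from 78175959 to 78738012. High minus Low log2 fold changes were 0.44 (standard error 0.10, adjusted p = 0.00612 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and 0.15 (standard error 0.10, adjusted p = 0.506 from the same test) in males, and the mean over the sexes was 0.29 (standard error 0.07, adjusted p = 0.00638 from the same test). With the length and GC offset, the female value was 0.11 and the male value 0.19. The interaction was 0.29 (standard error 0.14, adjusted p = 0.507 from the same test).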

Correspondingly, this gene was found to be upregulated in both male and female low anxiety, High Activity mice. There have been mixed results reported for *Trim32*. First, TRIM32 was strongly associated with anxiety disorders based on a study of copy number variants.^70^ Ruan et al.^71^ demonstrated that TRIM32 KO mice exhibit decreased anxiety‐like behaviors under normal and moderately stressful conditions (elevated‐zero maze and OFA). However, Hillje et al.^72^ reported no difference in EPM or OFA for TRIM32 KO mice. Conversely, *Trim32* was found to be upregulated for both male and female high anxiety, Low Activity mice. 

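Trim32 encodes a ubiquitin ligase that acts in neuronal differentiation and lies on chromosome 4 of GRCm38 from 65604986 to 65616238. Its High minus Low log2 fold change was -0.10 (standard error 0.05, adjusted p = 0.286 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and -0.13 (standard error 0.05, adjusted p = 0.12 from the same test) in males. The mean over the sexes was -0.11 (standard error 0.03, adjusted p = 0.0261 from the same test), and the joint test of any strain effect gave adjusted p = 0.0701 in edgeR and adjusted p = 0.0162 in DESeq2.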

Finally, *Dcc* was the only gene to appear on the top candidates and GeneWeaver gene lists, and it was found to be upregulated in low anxiety, High Activity mice. While very few studies mentioned this gene, Ward et al.^73^ conducted a genome‐wide association study (GWAS) and reported that *Dcc* has a significant role in mood stability and Misiewicz et al.^65^ reported *Dcc* as a mitochondrial‐related gene with reduced expression in DBA/2NCrl stress‐susceptible mice but increased expression in C57BL/6NCrl stress‐susceptible mice. Given the above points, the 24 genes that have appeared on multiple gene lists curated by our lab, especially those that appear in other studies, likely modulate anxiety‐like behaviors and warrant further exploration.

In our final analysis, we included RRHO because it uses an agnostic and threshold‐free algorithm that may detect small patterns of gene expression of potential biological relevance.^37^, ^38^ The first RRHO analysis examined differential gene expression between the High and Low Activity strains. Figure 3 reveals concordant gene expression between the two strains, suggesting that sex‐independent transcriptional differences largely underlie the differences in activity and anxiety‐like behaviors (Figure 3B,C). This result is confirmed by both our DESeq2 analysis and dendrogram. DESeq2 demonstrated that 2583 of the 3901 differentially expressed genes have a sex‐independent effect (Figure 1(1a,1b)), and the dendrogram depicts clustering by strain, not sex (Figure S1). The second RRHO analysis examined differential gene expression between sexes. Figure 4 displays both concordant and discordant gene expression. Here, the concordant gene expression is a signature of sexual dimorphism independent of activity phenotype (Figure 4B,C). This was also confirmed by our DESeq2 analysis because 653 of the 3901 differentially expressed genes had a female only strain effect (Figures 1 and 2) and 402 of the 3901 differentially expressed genes had a male only strain effect (Figures 1 and 3). The discordant gene expression demonstrates that many genes are down‐regulated in male High Activity mice but up‐regulated in male Low Activity mice (Figure 4D). However, this pattern does not exist nearly as strongly for females (Figure 4A). 

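Some chaperone genes were lower in High Activity than in Low Activity males, with log2 fold changes of Hspa1a at -0.74 (standard error 0.09, adjusted p = 3.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Hsph1, which encodes its co-chaperone, at -0.33 (standard error 0.04, adjusted p = 1.1e-05 from the same test) and Dnajb1 at -0.52 (standard error 0.07). In females these genes were at -0.04 (standard error 0.09), -0.12 (standard error 0.04) and -0.27 (standard error 0.07). In DESeq2, 2358 protein-coding genes had a strain effect in females and 1872 in males. In edgeR, whose main counts were also higher in females, the order changed with the length and GC offset, at 1715 and 1744, and without library 2 (1547 and 1680), 9 (1486 and 1628) or 11 (1542 and 1550). In edgeR fits of each sex alone, 2809 genes were called in females and 1116 in males.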

One interpretation is that the male activity phenotype is the result of more divergent transcriptional differences than the female activity phenotype. Finally, these results confirm our DESeq2 analysis because 1318 of the 3901 differentially expressed genes have a sex‐dependent effect (Figures 1, 2, 3, 4).

While there are many strengths to this model, the current RNA‐seq study has a couple of limitations. First, because only two inbred strains were used to create the High and Low Activity mice, the genetic diversity was limited to these two strains, so findings from these strains may not generalize to other strains or outbred populations of mice. Furthermore, our experimental design was limited to only two strains of mice, which is not ideal for drawing direct correlations between gene expression patterns and behavior. There are likely to be gene expression differences between the High and Low Activity strains that emerged due to chance and not due to the phenotype, so our gene lists should be interpreted with caution. Likewise, the mapping resolution possible in these strains is suboptimal for identifying specific genes within the previously identified QTLs.^21^, ^22^, ^23^, ^24^, ^74^, ^75^ However, by combining the hippocampal RNA‐seq results with the whole‐genome sequencing (H1, H2, L1 and L2),^39^ previously identified QTL regions,^21^ and integrative functional genomic analyses, we were able to prioritize a narrow list of genes.

To summarize, this study revealed that in female high anxiety, Low Activity mice, 39 out of the 46 differentially expressed genes associated with oxidative phosphorylation exhibit significant upregulation, identifying important baseline differences in expression of mitochondrial function genes that are both strain and sex specific. In addition to oxidative phosphorylation, several studies have reported anxiety‐related differential gene expression in pathways associated with glycolysis,^59^, ^60^, ^61^ pyruvate oxidation,^43^ oxidative phosphorylation,^60^ and oxidative stress.^60^, ^61^, ^62^, ^63^, ^64^ Together, our RNA‐sequencing study of mice selectively bred for high and low activity adds valuable insights to the growing body of mitochondrial dysfunction and anxiety literature. Moreover, besides Olsen et al.,^63^ our study is unique for the inclusion of female mice.

Future studies should aim to include female mice because anxiety disorders are more prevalent in women^1^ and the majority of differentially expressed oxidative phosphorylation genes in our study were upregulated in female high anxiety, Low Activity mice. As well as the differentially expressed oxidative phosphorylation genes, we also identified 24 genes that appear on our top candidates and two other gene lists previously curated by our lab,^21^, ^25^ highlighting their possible role in activity and anxiety‐like behaviors. In conclusion, mitochondrial dysfunction has recently appeared as both a cause and effect of anxiety‐related disorders and should be further explored as a possible novel pharmaceutical treatment for anxiety disorders.

## Supporting information

**FIGURE S1.** Dendrogram of the hierarchical relationship between the 16 samples depicts clustering by strain, but not sex. Due to the normalization of the Pearson correlation, a smaller number on the *Y*‐axis corresponds to a greater correlation between the samples.

**TABLE S1.** ARRIVE Essential 10 guidelines.

**TABLE S2.** Summary and descriptive statistics for each gene/experimental group and comparisons between groups.

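Table S2 lists the groups' medians, the base mean, the Wald and likelihood ratio tests and the classes for each gene. The copy read here ends after its first 1196 genes. Over these genes, DESeq2 run on the deposited counts gave Wald statistics for females within 0.018 of the table's values. The interaction log2 fold changes of edgeR had a Pearson r of 0.97 with the table's across genes, which are not independent replicates. Any strain effect was called for 187 of these genes by edgeR and for 265 in the paper's table, with 184 called in both. DESeq2 on the deposited counts called 233, and edgeR after filterByExpr 224. This DESeq2 fit was run without independent filtering, the default step that drops genes of low mean count before adjustment. The effect of that choice on the 233 was not tested.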

**TABLE S3.** PANTHER enrichment analysis results. We included terms/pathways containing at least 5 gene candidates in the term as candidates, with a Bonferroni adjusted *p*‐value <0.05, and an expected fold enrichment >2. Below are the biological process and molecular function GO terms and PANTHER pathways associated with the three gene lists created from the LRT via DESeq2 (any strain effect, sex‐independent effect, and sex‐dependent effect).

## Data Availability

The data that support the findings of this study are openly available in Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/, accession code GSE200043.

# Supplementary material for: Hippocampal RNA sequencing in mice selectively bred for high and low activity
**Source:** Genes Brain Behav. 2022 Dec 13;22(2):e12832. doi: 10.1111/gbb.12832
**Supplement:** Supplementary file 1 — FIGURE S1. Dendrogram of the hierarchical relationship between the 16 samples depicts clustering by strain, but not sex. Due to the normalization of the Pearson correlation, a smaller number on the Y‐axis corresponds to a greater correlation between the samples.

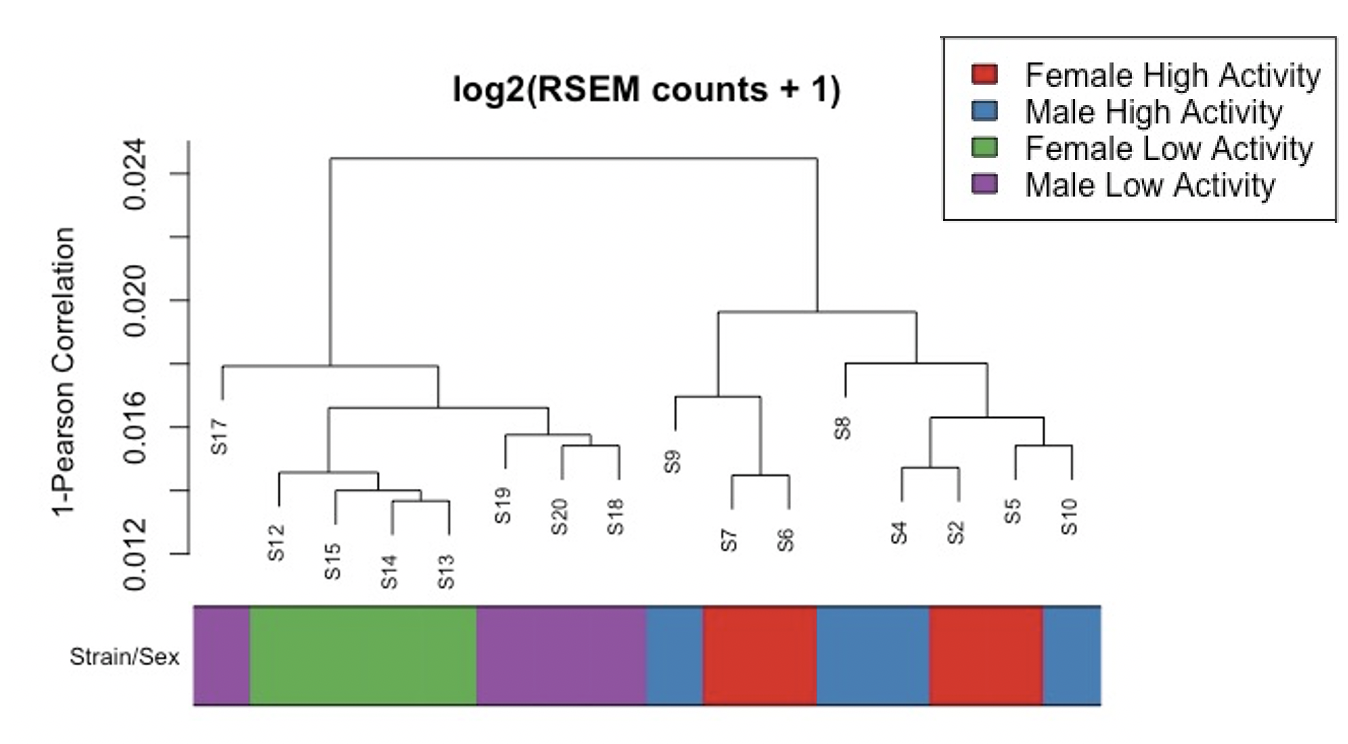

**Supplemental Figure 1.** Dendrogram of the hierarchical relationship between the 16 samples depicts clustering by strain, but not sex. Due to the normalization of the Pearson correlation, a smaller number on the Y-axis corresponds to a greater correlation between the samples.

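All 16 libraries fell in the branch of their strain when they were clustered on 1 minus the Pearson correlation of log2(count + 1) over all genes with complete linkage. When the same branches were read by sex, 8 libraries were in the branch of their sex, the lowest number possible with these branches. The lowest correlation between any pair of libraries was 0.976. The median correlation was 0.985 within a group, 0.984 between sexes of one strain and 0.980 between strains. The first principal component held 34.8% of the variance and the second 8.91%. Average or Ward linkage, Spearman correlation, log2 CPM or expressed genes alone also placed 16 of 16 libraries by strain.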

# Supplementary material for: Hippocampal RNA sequencing in mice selectively bred for high and low activity
**Source:** Genes Brain Behav. 2022 Dec 13;22(2):e12832. doi: 10.1111/gbb.12832
**Supplement:** Supplementary file 4 — TABLE S3. PANTHER enrichment analysis results. We included terms/pathways containing at least 5 gene candidates in the term as candidates, with a Bonferroni adjusted p‐value <0.05, and an expected fold enrichment >2. Below are the biological process and molecular function GO terms and PANTHER pathways associated with the three gene lists created from the LRT via DESeq2 (any strain effect, sex‐independent effect, and sex‐dependent effect).

**Supplementary Table S3.** PANTHER enrichment analysis results. We included terms/pathways containing at least 5 gene candidates in the term as candidates, with a Bonferroni adjusted p-value < 0.05, and an expected fold enrichment > 2. Below are the biological process GO terms, molecular function GO terms and PANTHER pathways associated with the three gene lists created from the LRT via DESeq2 (any strain effect, sex-independent effect, and sex-dependent effect).

| **Any Strain Effect - 3,901 Genes** | | | | |
| --- | --- | --- | --- | --- |
| **Biological process** | | | | |
| **GO term** | **Accession number** | **Associated genes** | **Fold-**  **enrichment** | **Bonferroni adjusted *p*-value** |
| Mitochondrial ATP synthesis coupled electron transport | GO:0042775 | 26 genes | 3.00 | 0.013 |
| Axonal transport | GO:0098930 | 28 genes | 2.76 | 0.024 |
| **Molecular function** | | | | |
| Protein phosphorylated amino acid binding | GO:0045309 | 29 genes | 2.97 | 0.0013 |
| **Sex-independent strain effect - 2,583 Genes** | | | | |
| **Biological process** | | | | |
| **GO term** | **Accession number** | **Associated genes** | **Fold-**  **enrichment** | **Bonferroni adjusted *p*-value** |
| Positive regulation of neuron projection development | GO:0010976 | 51 genes | 2.11 | 0.010 |
| Negative regulation of apoptotic signaling pathway | GO:2001234 | 52 genes | 2.03 | 0.022 |
| **Molecular function** | | | | |
| Protein phosphorylated amino acid binding | GO:0045309 | 22 genes | 3.39 | 0.0035 |
| **Sex-dependent strain effect - 1,318 Genes** | | | | |
| **Biological process** | | | | |
| **GO term** | **Accession number** | **Associated genes** | **Fold-**  **enrichment** | **Bonferroni adjusted *p*-value** |
| Mitochondrial electron transport, NADH to ubiquinone | GO:0006120 | 9 genes | 8.49 | 0.015 |
| ATP synthesis coupled proton transport | GO:0015986 | 10 genes | 8.02 | 0.0068 |
| Mitochondrial respiratory chain complex I assembly | GO:0032981 | 16 genes | 5.83 | 0.00030 |
| Chromatin silencing | GO:0006342 | 18 genes | 4.12 | 0.0068 |
| Axonogenesis | GO:0007409 | 43 genes | 2.20 | 0.022 |
| **Molecular function** | | | | |
| Proton-transporting ATP synthase activity, rotational mechanism | GO:0046933 | 8 genes | 8.02 | 0.027 |
| NADH dehydrogenase (ubiquinone) activity | GO:0008137 | 10 genes | 6.67 | 0.0073 |
| Electron transfer activity | GO:0009055 | 15 genes | 3.88 | 0.035 |
| Structural constituent of ribosome | GO:0003735 | 26 genes | 2.98 | 0.0042 |
| **PANTHER pathway** | | | | |
| Vasopressin synthesis | P04395 | 6 genes | 7.40 | 0.031 |

How the deposited data were processed for this re-analysis (not part of the article)

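Gene expression was measured by RNA sequencing of the hippocampus of 16 mice, with 4 High Activity females, 4 High Activity males, 4 Low Activity females and 4 Low Activity males, each 70 days old and each giving 1 library. The authors trimmed the reads, aligned them to mm10 with HISAT2, estimated expected counts per gene with RSEM, and deposited, as whole numbers, the expected counts of the 31960 genes with a count above 0 in any library. The deposited values were not normalized. The authors tested genes with DESeq2 1.30.1. A part of the authors' per-gene table (Table S2) was read too, which holds the first 1196 genes, and no gene set was tested on it.

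From the deposited expected counts, CPM and log2 values were computed with TMM factors in edgeR 4.0.16 under R 4.3.3. Genes were joined by identifier to GENCODE M21 on GRCm38, where 61 identifiers were missing and 18915 genes were protein-coding. No gene was removed by expression in the main design, since the paper's own filter was a count above 0 in at least 1 library. Quasi-likelihood F-tests on a model of strain, sex and their interaction gave High minus Low in females, in males and in their mean, the interaction, male minus female within each strain, and any strain effect as the joint test of the strain and interaction terms with 2 degrees of freedom. P-values were adjusted by Benjamini-Hochberg over all 31960 genes, and protein-coding genes with an adjusted p under 0.05 were counted. Genes with any strain effect and an unadjusted interaction p under 0.05 were called sex-dependent, as in the paper, and were sorted into the paper's classes by the unadjusted p of each sex. Rank-rank overlap used a step of 200 genes and a stratified layout. Samples were clustered on 1 minus the Pearson correlation of log2 of the count plus 1.

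In all, 50 gene lists with 1033 members (4 of them missing from the counts) were written before the data were examined, as were the comparisons, the tests and the alternatives, apart from those said to have been added. Several lists follow terms the paper reports as enriched in these libraries and hold genes it names, so their tests are not independent evidence. Lists were counted, tested for over-representation by a one-sided Fisher's exact test against the protein-coding genes, and tested for direction with camera in limma 3.58.1 with a preset correlation of 0.01 and with an estimated correlation. Over-representation was also tested against only the protein-coding genes that pass filterByExpr. PANTHER and its annotation were not run. Genes were named by a rule: every gene of Tables 1 and 2, whose direction in the paper had been seen, the 10 protein-coding genes with the largest mean change over the sexes in each direction and the 5 for the interaction, among those with an adjusted p under 0.05, a mean of at least 1 CPM and a full gene symbol (for strain, with every High Activity library beyond every Low Activity library in each sex), the 2 to 4 members of each described list with the smallest p in the contrast described, and 5 genes that mark the labelled sex. No gene met the rule for the interaction. Genes named as examples of a class were taken from these. A few genes that meet the rule are not reported here.

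The alternatives were a filter on expression (filterByExpr, 17805 genes), RLE or upper-quartile factors or none, DESeq2 1.42.0, limma-voom, the newer quasi-likelihood method of edgeR, an offset per library for transcript length and GC content (a spline with 5 degrees of freedom), adjustment over protein-coding genes, each sex fitted alone, other rankings and other linkages, and fits without each of the 16 libraries. DESeq2 was run without independent filtering, its default step that drops genes of low mean count before adjustment. Groups of males with markers of other regions or with Xist were left out in alternatives added after the data were seen, and the counts of near-identical nuclear copies were added to mitochondrial genes in another.

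Depth allowed from 23108 to 24134 genes to be detected per library, and the biological coefficient of variation was 10.6%. A gene of ribosomal RNA, CT010467.1, took 2.02% ± 0.613 of the counts in High Activity females, 2.51% ± 0.470 in High Activity males, 2.31% ± 0.608 in Low Activity females and 2.53% ± 0.415 in Low Activity males (SD, n = 4 each). The tests were tested on simulated data drawn from the depths and means of these libraries. The changed genes were drawn only from genes that pass filterByExpr. For the strain effect in females, 24%, 58%, 78% and 94% of genes changed by 0.3, 0.5, 1 and 2 on the log2 scale were recovered (50 genes of each size), and for the interaction 0%, 32%, 72% and 84% (25 genes of each size, 30871 genes tested). The share of calls that fell on unchanged genes was above the nominal 5% in the main design, which tests all genes with a count, when few genes were changed. With 200 changed genes it was 20.6% for any strain effect, 13.7% for the strain effect in females and 24.3% for the interaction (8 simulations each), against 4.67%, 5.53% and 4.42% among genes that pass filterByExpr. With 3000 changed genes it was 5.97%, 4.96% and 7.04%, against 3.93%, 3.93% and 4.34%.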

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

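Of the tests in this part, those of mitochondrial content, of the interaction without 1 library, of males 5 and 6 apart from male 13 and of library 9 were chosen after the results were seen, as was the wider definition of genes private to a strain, which first gave 5 genes. A library was singled out when its gap to the nearest of the other 3 libraries of its group, divided by the range of the group, was above the critical value of Dixon's test, which chance gives in about 1 of 20 groups; 18 of 220 groups had such a library. By mean log2 deviation from all libraries, these were complex III in Low Activity male 16 (0.0160) and complex V in High Activity female 1 (6.8e-04), antioxidant defence in Low Activity male 13 (-0.0795), binding of phosphorylated amino acids in Low Activity female 11 (-0.00638), axon guidance in High Activity female 2 (0.11), and negative regulators of apoptosis in High Activity male 5 (0.0486). Stress hormone signalling stood apart in High Activity male 5 (0.0269) and Low Activity male 16 (0.11), and immediate early genes in Low Activity female 10 (0.42). Markers of cell types stood apart for CA1 pyramidal cells in High Activity male 6 (-0.18), endothelial cells in Low Activity male 15 (0.0759), pericytes in High Activity male 7 (0.29) and choroid plexus in Low Activity female 9 (-2.70). By CPM, Xist stood apart in Low Activity female 11 (621) and Low Activity male 13 (11.0), Ddx3y in Low Activity female 9 (0.855), and Rps2 in High Activity male 6 (323) and Low Activity female 9 (9.10).

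The strain effect differed between females and males, by camera on the interaction with a preset correlation, for 14 lists, and for 0 of them with an estimated correlation. The median female minus male difference was -0.23 for complex I, -0.11 for complex II, -0.26 for complex III, -0.26 for complex IV, -0.20 for complex V, -0.17 for cytosolic ribosomal proteins, -0.15 for mitochondrial ribosomal proteins (adjusted p = 2.2e-14, and adjusted p = 0.553 with an estimated correlation), -0.10 for the proteasome (adjusted p = 9.6e-05 and 0.696) and -0.0791 for glycolysis (adjusted p = 0.00502 and 0.62). It was 0.18 for axon guidance, 0.14 for immediate early genes (adjusted p = 0.0263 and 0.696), 0.16 for heat shock genes (adjusted p = 1.1e-05 and 0.553), 0.16 for dentate granule cells (adjusted p = 0.0201 and 0.696) and 0.34 for oligodendrocytes. Under the preset correlation with the length and GC offset, the calls of complex II (median -0.04, adjusted p = 0.247), the proteasome (-0.02, 0.163), axon guidance (0.10, 0.178) and dentate granule cells (0.14, 0.152) were lost. The medians of the other lists became -0.12 for complex I, -0.10 for complex III, -0.12 for complex IV, -0.11 for complex V, -0.08 for cytosolic and -0.10 for mitochondrial ribosomal proteins, -0.05 for glycolysis, 0.20 for immediate early genes, 0.13 for heat shock genes and 0.35 for oligodendrocytes.

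Nuclear oxidative phosphorylation genes shifted with strain in females by more than in males, with a median interaction of -0.23 over 75 genes (-0.15 without High Activity males 6 and 8; 35 or more of the 46 genes of Table 1 were lower in High Activity females without any 1 library, which tests nothing here, since the study chose them). The tables argue against a single aberrant library behind the interaction, since its median stayed between -0.26 and -0.20 in the 16 fits without 1 library. Transcripts of the mitochondrially encoded subunits were not lower as a set in High Activity females, at a median of 0.12. With nuclear copies added the median was 0.08, from -0.14 for mt-Co3 to 0.38 for mt-Nd4l. Mitochondrial content itself cannot be read from these RNA levels, so a lower content of High Activity females stays open. A shift of short, abundant mRNAs in general, from RNA quality or library yield, may account for a large part, since genes outside the lists matched for length, GC and abundance had a median interaction of -0.13, although the subunits lay below all 10000 matched lists (lowest -0.19). Length and GC bias cannot be told apart from a difference between the strains, because the offset left a median of -0.11 (-0.13 to -0.09 over the fits without 1 library), and neither can another share of cells, because oligodendrocyte markers were at 0.34 (adjusted p = 9.6e-05, and adjusted p = 0.696 with an estimated correlation) and 2 of 16 cell lists passed, with 0 under an estimated correlation. A biological effect of strain that depends on sex stays open and was not tested apart from these.

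Males 5, 6 and 13 held Xist at 7.91, 5.96 and 11.0 CPM (1.17%, 0.885% and 1.64% of the female level), and Low Activity female 9 held the Y-linked gene Ddx3y at 1.44% of the male level. RNA or reads from a High Activity male may be present in library 9. There, 16 genes with few counts in Low Activity mice had an excess of 1.68% of the High Activity level (1.66% without Rps2). The excess was positive in 13 of the 16. Over the 16 genes it was -0.07% to 0.08% in the Low Activity libraries other than 9 and 13. For males 5 and 6 the tables argue against RNA of the other strain, since 8 genes with few counts in High Activity mice were at an excess of -0.0636% and -0.0531% of the Low Activity level (-0.04% to 0.07% in the other High Activity libraries). In male 13 it cannot be told apart from RNA of the same strain, because 16 genes had an excess of 0.665% (0.816% without Rps2), above the other Low Activity libraries except 9, yet positive in only 8 of them and with a median of 0.00325%. No biological explanation was tested, nor RNA of the same strain.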

How the results depend on the processing

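Leaving out males 6 and 8 or males 5, 6 and 13, and adding the counts of nuclear copies, were chosen after the data were seen; the other alternatives were fixed in advance. No paired analysis was possible because the libraries are numbered 1 to 16 and no number is shared between groups. Any strain effect (2410 to 3431 genes over the fixed alternatives), the strain effect in females (1486 to 2809) and in the mean of the sexes (2686 to 3603), the sex-independent genes, over-represented lists (17 to 27, with 21 in the main design) and clustering stayed within 1.5 times. With the length and GC offset, the sex-dependent genes were 545, the Table 1 genes lower in High Activity females 22, and the nuclear subunits lower in High Activity females 17 (22 to 34 without 1 library); the female values of Cox8a (0.00669), Ndufa1 (0.0760), Picalm (-0.0159) and Uqcr10 (0.0361) changed sign, and the cause was not tested. With an adjusted interaction p the sex-dependent genes were 0 in edgeR. The interaction had 149 genes in DESeq2, 1 without males 6 and 8, 28 without males 5, 6 and 13, and 0 to 200 without 1 library (2 without library 1, 97 without 5, 200 without 7 and 9 without 13). With an estimated correlation, 0 of the 46 camera calls remained (38 to 49 calls without 1 library). The rho of the strain rankings was 0.44 over expressed genes and 0.20 by log2 fold change (0.26 to 0.36 without 1 library), and that of the sex rankings was 0.0499 without males 6 and 8, a change of sign, and -0.15 to -0.05 without 1 library. Sex effects in High Activity mice numbered 26 without males 5, 6 and 13 and 10 to 28 without 1 library (24 without 5, 28 without 7). In Low Activity mice they numbered 339 in DESeq2, 527 without males 6 and 8, 202 without males 5, 6 and 13, and 19 to 187 without 1 library (153 without 6, 122 without 7, 22 without 9, 19 without 10, 30 without 11, 34 without 12, 26 without 14, 23 without 15, 187 without 16). They numbered 25 with the length and GC offset, 49 with no composition factors and 138 with adjustment over protein-coding genes. Males differed in 1030 genes without males 5, 6 and 13, where fewer libraries remain, in 1116 when males were fitted alone and in 1228 to 1933 without 1 library. The causes of the other changes were not tested. Of 749 values of named genes, 430 of them called, 700 kept direction and side of the threshold in DESeq2 (38 newly called, 11 lost), 706 in limma-voom (5 and 38), 721 with filterByExpr (16 and 11), 689 with the offset (20 and 36, and 4 of changed sign), 737 with RLE factors, 735 with upper-quartile factors and 737 with none, 735 with the newer edgeR method, 727 with adjustment over protein-coding genes, and 665 and 677 without males 6 and 8 and without males 5, 6 and 13. Without 1 library at a time, 11456 values were the same, 234 were newly called, 294 were lost and 0 changed sign. Depth limits Oxt, Avp and other genes under 1 CPM.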

Differences from the paper's values

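Genes lower in High Activity females alone (class 2b) numbered 182, and 304 in the paper. Values within 1.5 times of the paper's were 240 with filterByExpr, 211 with no composition factors, 246 in DESeq2, 229 with adjustment over protein-coding genes, 210 without library 7 and 206 without library 16; RLE (183) and upper-quartile factors (173), limma-voom (187), the newer edgeR method (172), the length and GC offset (110), an adjusted interaction p (0 in edgeR) and the fits without any other library stayed further away. Genes higher in High Activity males alone (class 3a) numbered 105, and 180 in the paper, with 143 under filterByExpr, 120 with RLE factors, 143 in DESeq2, 130 with adjustment over protein-coding genes, 162 without library 5, 143 without library 7 and 130 without library 16. Upper-quartile factors (119), no composition factors (112), limma-voom (88), the newer edgeR method (109), the offset (75), an adjusted interaction p and the other fits without 1 library did not come within 1.5 times. Genes lower in High Activity females and higher in High Activity males (class 5b) numbered 13, and 36 in the paper, with 31 under filterByExpr, 29 in DESeq2, 37 without library 5, 27 without library 7 and 31 without library 16. RLE (15) and upper-quartile factors (16), no composition factors (13), limma-voom (13), the newer edgeR method (15), the offset (3), adjustment over protein-coding genes (18), an adjusted interaction p and the other fits without 1 library did not. The paper sets the classes by DESeq2 with an unadjusted p under 0.05. The DESeq2 fit here left out independent filtering, and the effect of that choice on these counts was not tested.

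Of the 46 genes of Table 1, 1 was higher in Low Activity males by its own unadjusted p in that sex, and 4 in the paper. The length and GC offset gave 3, within 1.5 times, and the other alternatives fixed in advance gave 0 to 2. Leaving out males 6 and 8, chosen after the values were seen, gave 4, and leaving out males 5, 6 and 13 gave 1. The paper lists sex-independent genes under both sexes. Counted that way, the genes were Ndufb6 and Atp5j2 in the main design (2 genes), and Ndufb6, Uqcc3 and Atp5j2 (3 genes) in DESeq2, with filterByExpr and with adjustment over protein-coding genes. The offset gave 4, though with Ndufc2, Uqcrfs1 and Atp5h in place of Ndufb6, fits without 1 library gave 1 to 6, and the alternatives chosen after the values were seen gave 14 and 7. The 4 genes the paper names there also include the mitochondrial gene mt-Nd2, which the paper lists as higher in Low Activity mice of both sexes; here it was higher in High Activity mice, at 0.26 in females and 0.28 in males.

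Ndufc2 is listed in the text on Table 2 as higher in High Activity females and in the text on Table 1 as higher in Low Activity females; here its female value was -0.37. The paper lists Coq7 as higher in High Activity females, where its value was 0.04 and passed an unadjusted p under 0.05 under no alternative. Uqcc3 is listed as higher in Low Activity males (-0.08 here), and passed only without males 6 and 8 (-0.23), chosen after the values were seen. Atp5g3 is listed as higher in High Activity males (0.08) and passed in DESeq2 and with filterByExpr. Ndufb6, listed as higher in Low Activity males (-0.10), passed with the offset and without library 8, 13 or 15. Of Table 2, Ntrk3, listed as higher in High Activity males (0.15), passed with the offset, without library 6, 8 or 13, and in both alternatives added after the values were seen. Rgma (0.12), listed the same way, passed with the offset and without library 7, 14 or 16, and Gprc5b (0.04) in none. Trim32, listed as higher in Low Activity females (-0.10), passed with filterByExpr, no composition factors, DESeq2, limma-voom, the newer edgeR method and without library 4 or 12. Ap3s2, listed as higher in Low Activity males (-0.09), passed with filterByExpr, in DESeq2 and limma-voom and without library 5, and Nol3 (-0.15) with the offset, without library 15 and without males 6 and 8, the last chosen after the values were seen.

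Any strain effect was called for 30 of the 46 genes of Table 1 and 15 of the 24 of Table 2, and the paper calls each. DESeq2 and filterByExpr each called 38 and 22, and adjustment over protein-coding genes 38 and 20. The length and GC offset moved further from the paper for Table 1, at 17 (and 16 of Table 2), as did the fits without library 9 or 11 (22 each) and without library 2 (24). Of the genes not called, Ndufa6, Ndufa12, Ndufa13, Ndufs6, Ndufs8, Coq9, Uqcc3, Atp5g3, Ap3s2, Gprc5b, Picalm, Rgma and Trim32 were called by DESeq2 and with filterByExpr, Coq7 with filterByExpr and without library 5, and Rpl27a by DESeq2 and without library 16. Adjustment over protein-coding genes called Ndufa6, Ndufa13, Ndufs6, Ndufs8, Uqcc3, Atp5g3, Ap3s2, Gprc5b, Rgma and Trim32 too. Ndufa2 was called with that adjustment and without library 3 or 16, Cox5a with that adjustment and without library 1, 6 or 7, Ndufa7 without library 7 or 16, Uqcrh without library 5, 7 or 16, and Ndufb7 without library 5. RLE or upper-quartile factors called Ndufs8, Gprc5b and Rgma, no composition factors or limma-voom called Atp5g3, Ap3s2 and Trim32, limma-voom also Picalm, and the offset Ap3s2 and Rgma. Without 1 library, calls were also made for Ndufa6 (library 1, 5, 7 or 15), Ndufa13 (3, 5, 7 or 16), Ndufs6 (5 or 16), Ndufs8 (1, 7 or 16), Uqcc3 (6, 8 or 13), Atp5g3 (1 or 16), Gprc5b (2, 5, 7, 13 or 16), Rgma (7, 14 or 16) and Trim32 (5). Of the alternatives chosen after the values were seen, both called Ndufa6, Uqcc3, Cox5a and Gprc5b, leaving out males 6 and 8 called Ndufa7, and leaving out males 5, 6 and 13 called Ndufs6. Ndufaf8 and Ndufb5 were called under no alternative.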

Other observations

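The tests of neighbouring genes and of other splits were chosen before their results were seen, apart from the split test of adjusted interaction genes. Many genes induced by neuronal activity were lower in High Activity than in Low Activity mice. Ier5 was at -0.58 (standard error 0.10, adjusted p = 2.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in females and -0.56 (standard error 0.10) in males on the log2 scale, Jun at -0.41 (standard error 0.07) and -0.37 (standard error 0.07), and Fosl2 at -0.24 (standard error 0.10) and -0.72 (standard error 0.11). Of 21 immediate early genes, 12 were lower and 0 higher in the mean of the sexes (15 and 0 when adjusted over the list alone), with medians of -0.24 in females (2 lower; 3 adjusted over the list alone) and -0.39 in males (7 lower; 15 adjusted over the list alone; camera with the preset correlation, adjusted p = 2.4e-08, and adjusted p = 0.553 with an estimated correlation). Any strain effect was present in 9 of the 21, 2.81 times the number by chance (one-sided Fisher's exact test, adjusted p = 0.0101). With the calls of DESeq2 in place of edgeR it was present in 7, and the list was not called (1.87 times, one-sided Fisher's exact test, adjusted p = 0.155). Of 22 heat shock and chaperone genes, 10 were lower and 0 higher in High Activity males (15 and 0 adjusted over the list alone), and 2 lower and 1 higher in females (4 and 1 adjusted over the list alone). Their male median was -0.14 (camera with the preset correlation, adjusted p = 6.7e-10, and adjusted p = 0.553 with an estimated correlation), and any strain effect was present in 10, 2.98 times the number by chance (one-sided Fisher's exact test, adjusted p = 0.00406). Among receptors, Htr3a was at -0.72 (standard error 0.12) in the mean of the sexes and Npy2r at -0.63 (standard error 0.07). Of GABA-A subunits 1 was higher and 5 lower (2 and 6 adjusted over the list alone), of glutamate receptor subunits 4 and 2 (5 and 2), of serotonin receptors 3 and 3 (3 and 3), and of stress hormone genes 2 and 3 (2 and 4). The proteasome had 0 higher and 8 lower in females (0 and 10 adjusted over the list alone), with Psmb5 at -0.37 (standard error 0.06), antioxidant defence 0 and 6 (0 and 10), with Prdx3 at -0.39 (standard error 0.06), and glycolysis 1 and 5 (1 and 5), with Ldha at -0.21 (standard error 0.05). Genes of MHC class I and antigen processing had 0 higher and 3 lower in the mean of the sexes (0 and 3 adjusted over the list alone), with Psmb10 at -0.20 (standard error 0.06).

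Markers of cell types, as lists in bulk tissue, moved in both directions. Of 16 microglial genes, 1 was higher and 5 lower in the mean of the sexes (2 and 5 when adjusted over the list alone), with Tmem119 at -0.29 (standard error 0.06). Of 16 oligodendrocyte genes, 5 were higher and 0 lower in High Activity females (9 and 0 adjusted over the list alone), with Myrf at 0.50 (standard error 0.09) and Opalin at 0.71 (standard error 0.14), and 1 higher and 0 lower in males (1 and 1 adjusted over the list alone). Choroid plexus markers had medians of 0.89 in females and 0.69 in males, with 4 of 16 higher in the mean of the sexes (15 adjusted over the list alone). Low Activity female 9 stood apart, at a mean log2 deviation of -2.70 against -0.29 to 0.04 in the other Low Activity females. Among the markers, Ttr was at 2518 ± 1367 CPM (SD, n = 4) in High Activity females, 3404 ± 1171 in High Activity males, 1051 ± 649 in Low Activity females (98.3 in library 9, 1229 to 1550 in the others) and 1599 ± 1166 in Low Activity males. Markers of thalamus and habenula had a median of 0.60 in the mean of the sexes, with 5 of 15 higher and 0 lower (8 and 0 adjusted over the list alone). High Activity males 6 and 8 stood apart, with Gpr151 at 12.3 and 10.9 CPM against 2.50 and 0.492 in males 5 and 7, and Pou4f1 at 6.71 and 6.79 CPM against 1.37 and 0.328. Markers of blood cells had 5 of 13 higher (5 adjusted over the list alone), with Hbb-bs at 0.81 (standard error 0.15). In the mean of the sexes, higher and lower counts were 7 and 1 for astrocytes (9 and 3 adjusted over the list alone), 6 and 2 for endothelial cells (11 and 2), 3 and 1 for oligodendrocyte precursors (4 and 1), 1 and 0 for pericytes (4 and 0), 0 and 3 for ependyma (2 and 3), 2 and 6 for dentate granule cells (3 and 6), 1 and 1 for CA1 (1 and 1), 2 and 3 for CA3 and CA2 (3 and 3), 2 and 4 for interneurons (2 and 6), 1 and 3 for neocortex (2 and 4), 3 and 2 for nuclear RNA (3 and 2), and 0 and 0 in edgeR for leptomeningeal fibroblasts (0 and 0; 5 and 0 at an unadjusted p under 0.05). With an estimated correlation, camera called 0 of 120 tests of lists, against 46 with the preset correlation.

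Genes with a strain effect lay next to one another on the chromosomes. Of 15074 pairs of adjacent expressed protein-coding genes, both had a strain effect in 736, or 4.88%, against a median of 3.54% and a highest value of 3.93% over 1000 shuffles of the 2817 called among 15094 genes (18.7%). Shared reads of overlapping neighbours are argued against by the 4447 pairs more than 50 kb apart, of which 5.28% (235) were both called (shuffle median 3.55%, highest 4.36%). Parental haplotype blocks fixed in each strain may account for this excess, while neighbours regulated together were not tested and stay open. All reads were aligned to mm10, and whether alignment differed between the strains was not tested either.

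For each result, the libraries were also split into other groups of the same sizes, 100 splits drawn at random or all 35 within one sex or strain, with the real split among them. No other split was as large for any strain effect (2882 genes, highest other split 979, 1 of 100 splits as large). The same held for the strain effect in females (2045, highest other 1, 1 of 35) and in males (1640, 410, 1 of 35). It held for the mean of the sexes (3126, 927, 1 of 100) and sex-independent genes (1922, 355, 1 of 100) too. Sex effects in Low Activity mice were also most numerous in the real split (75, 2, 1 of 35). Chance is unlikely to account for these counts. Their shares cannot fall below 1 of 35 or 1 of 100, and are not adjusted for the number of split tests. For the overlap of the strain rankings (rho 0.32, 1 of 100) another split reached 0.28, so chance is not firmly excluded. Few splits were as large for sex-dependent genes (960, 1219; 4 of 100), interaction genes at an unadjusted p under 0.05 (2633, 2997; 4 of 100) and the absolute median interaction of the nuclear subunits (0.23, 0.24; 2 of 100). Other splits lay above each real value, and these shares are not adjusted for the number of split tests. Chance is therefore not firmly excluded for these results. For the Table 1 genes lower in High Activity females (38, 39; 3 of 100) the splits do not test chance, because the study chose these genes under the real grouping. Chance cannot be excluded for interaction genes at an adjusted p under 0.05 (0, 189; 100 of 100), for the number of genes with a sex effect in High Activity mice (11, 35; 3 of 35) and for the opposite ranking of the sex effects (rho -0.12, -0.24; 14 of 100).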
